# Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure

**DOI:** 10.1186/1755-8794-6-49

**Published:** 2013-11-08

**Authors:** Dorota Tulacz, Urszula Mackiewicz, Michal Maczewski, Agata Maciejak, Monika Gora, Beata Burzynska

**Keywords:** Left ventricular remodelling, Heart failure, Myocardial infarction, Extracellular matrix, Gene expression profiling, Microarrays, Ceruloplasmin, Tetraspanin 12

## Abstract

**Background:**

Myocardial infarction (MI) often results in left ventricular (LV) remodeling followed by heart failure (HF). It is of great clinical importance to understand the molecular mechanisms that trigger transition from compensated LV injury to HF and to identify relevant diagnostic biomarkers. The aim of this study was to investigate gene expression in the LV and to evaluate their reflection in peripheral blood mononuclear cells (PBMCs).

**Methods:**

MI was induced in rats by ligation of the proximal left coronary artery. Rats with small, moderate, and large MI size were included into the experiment two months after the operation. The development of heart failure was estimated by echocardiography and catheterization. Microarrays were used to compare the LV and PBMCs transcriptomes of control and experimental animals.

**Results:**

Only rats with a large MI developed extensive LV remodeling and heart failure. 840 transcripts were altered in LV of failing hearts, and especially numerous were those associated with the extracellular matrix. In contrast, no significant gene expression changes were seen in LVs of rats with moderate or small MI that had compensated LV injury. We showed that ceruloplasmin was similarly overexpressed in the heart and blood in response to HF, whereas downregulation of tetraspanin 12 was significant only in the PBMCs.

**Conclusion:**

A large size of infarcted area is critical for progression of LV remodeling and HF development, associated with altered gene expression in the heart. Ceruloplasmin and tetraspanin 12 are potential convenient markers in readily obtainable PBMCs.

## Background

Left ventricular (LV) remodelling is crucial in the development of heart failure (HF) and is associated with increased mortality after myocardial infarction (MI). It is characterized by complex structural alterations connected with infarct expansion, scar formation, wall thinning, progressive chamber dilation and hypertrophy [1]. Initially all these changes help maintain normal cardiac function but in time they become maladaptive and can be responsible for systolic dysfunction and progressive decompensation of LV [2]. LV remodelling involves numerous cellular changes, but is essentially connected with dynamic alterations in the extracellular matrix (ECM) [3]. Proper organization and composition of the ECM is necessary for structural (size, shape) and mechanical (strength, contractility) support, and also for communication between different cardiac cells [4]. Numerous transcriptional studies have been performed to investigate alterations in cardiac gene expression related to the progression of heart failure [5-7]. To investigate the mechanisms of heart failure animal models are mostly used (rodents [8-10], dogs [11], swine [12]) as well as human heart tissues [13,14] from patients with severe failing hearts classified to transplantation. Studies on human HF usually concentrate on the end-stage of heart failure and drug-treated myocardium. Therefore, they miss factors that uniquely mark the transition of LV hypertrophy to heart failure, making animal heart failure models irreplaceable.

Peripheral blood mononuclear cells (PMBCs), being easily obtainable, could be used as a proxy to study changes associated with heart diseases. Blood permeates the heart with infiltration of leukocytes into the muscle tissue under the certain conditions. Thus, PBMCs contribute to the inflammatory response in the infarcted myocardium and are also considered a source of factors crucial in matrix remodelling, such as matrix metalloproteinase 9 [15].

The aim of the present study was to investigate gene expression in the left ventricle in a well validated model of post-infarcted HF and to evaluate their reflection in PBMCs. We decided to use the rat model since it is the most commonly used animal model of myocardial infarction and heart failure and had convincingly been shown to mimick the mechanisms of human HF.

## Methods

### Rat myocardial infarction model and samples processing

The study conformed to the *Guide for the Care and Use of Laboratory Animals* by the US National Institutes of Health (NIH publication No. 85–23, revised 1996) and was approved by the local Ethics Committee.

Myocardial infarction (MI) was induced in 40 male Wistar rats (275–300 g) by ligation of the proximal left coronary artery, as described previously [16]. In brief, rats were anaesthetised with ketamine HCl and xylazine (100 mg/5 mg/kg body weight), left thoracotomy was performed and a silk suture was tightly tied around the proximal left coronary artery, approximately 2 mm from its origin. The sham-operated group (control group, n = 6) was subjected to the same protocol, except that the suture was not tied.

Two months after the operation the rats were anaesthetised with ketamine HCl and xylazine (75 mg/3.5 mg/kg body weight) and echocardiography was performed to evaluate the LV function and dimensions and to estimate the infarct size. Later a micromanometer-tipped catheter (Millar Instruments) was advanced through the right carotid artery into the LV for recording of LV pressures. Finally, the heart was dissected and blood samples were obtained. Whole blood was collected via cardiac puncture under anaesthesia and transferred to EDTA-K2 collection tubes (Medlab Products, Warsaw, Poland). PBMCs (peripheral blood mononuclear cells) were isolated by centrifugation through HISTOPAQUE® 1083 (Sigma-Aldrich, St Louis, MO, USA) according to the manufacturer's instructions and resuspended in RNA*later®* Solution (Ambion Inc., Austin, TX, USA). LV from rats with induced MI was divided into a well visible fibrotic scar tissue and apparently healthy myocardial tissue. For further examinations, whole LV from sham-operated rats and the morphologically unaffected part of LV from MI rats were placed in RNA*later®* Solution and stored at -80°C until RNA extraction.

For determination of infarct size regional LV wall motion abnormalities were quantitated as described previously [16]. The contractility of twelve wall segments visualized in the midpapillary short-axis view and eleven segments visualized in the long-axis view was graded as 1 (normal) or 0 (abnormal) and the total wall motion index (WMI) was calculated. Normal hearts had WMI = 23. Our previous results [16] revealed that WMI closely correlated with infarct size, thus post-MI rats were divided into three groups: large MI (L-MI, ≥ 40% of LV area, n = 5), moderate MI (M-MI, 20-39% of LV area, n = 6) and small MI (S-MI, <20% of LV area, n = 6).

All results are given as means ± SEM. The statistical significance was determined by one-way ANOVA followed by a Dunnett test in case of significance, with the Statistica software package (version 6.0, StatSoft, Poland). The difference was considered significant at *P <* 0.05.

### RNA isolation

Total RNA was isolated from PBMCs and heart samples using MagNA Pure Compact System (Roche Diagnostics GmbH, Germany) according to the manufacturer's recommendations. Heart tissues were homogenized using MagNA Lyser Instrument (Roche Diagnostics GmbH, Germany). The amount of isolated total RNA was quantified by UV absorption (Nanodrop, LabTech International, UK). The quality of these samples was determined using an Agilent 2100 Bioanalizer^©^ and RNA 6000 Nano Kit (Agilent, Santa Clara, CA, USA). For all RNA samples the RIN (RNA integrity number) value was above eight.

### cDNA microarrays

GeneChip® Rat Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA, USA) were used. RNA from LV and PBMCs samples obtained from L-MI and sham-operated rats were processed according to standard Affymetrix manufacturer's protocols. First, the samples were reverse transcribed and amplified, then fragmented and biotinylated. Hybridization to the GeneChips® was conducted for 16 h at 45°C. After hybridization the microarrays were washed and stained on a fluidics station and scanned in an Affymetrix GCS 3000 GeneArray Scanner.

### Data analysis of microarrays

After a robust multiarray average (RMA) normalization of microarray data, differences in gene expression levels were calculated by comparing the group with myocardial infarction with the sham-operated group. Lists of differentially expressed genes, principal component analysis (PCA) and hierarchical clustering were generated using the Partek Genomics Suite software (Partek Inc, St. Louis, MO, USA). The fold change (FC) of gene expression ratios ≥1.3 and *P* ≤ 0.05 corrected by false discovery rate (FDR) were set as significant criteria for heart tissue. For PBMCs the significance criteria were set at FC ≥ 1.2 and *P* ≤ 0.05, since alterations in RNA levels are usually lower in PBMCs than in other tissues [17]. Results were additionally annotated using Gene Annotator (http://rgd.mcw.edu/rgdweb/ga/start.jsp) and BLAST: Basic Local Alignment Search Tool (http://blast.ncbi.nlm.nih.gov/). Gene ontology analysis was done using the AmiGO's Term Enrichment tool (version 1.8, http://amigo.geneontology.org) and the DAVID Gene Functional Classification Tool online (http://david.abcc.ncifcrf.gov). The Ingenuity Pathways Analysis software (IPA, Ingenuity® Systems, http://www.ingenuity.com) was used to generate statistically relevant molecular interaction networks associated with the lists of differentially expressed genes. The raw data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database with the accession number GSE47495.

### Quantitative real-time RT-qPCR

The real-time reverse transcription-polymerase chain reaction (RT-qPCR) was used to validate the microarray data. Each total RNA sample (400 ng) was reverse transcribed using QuantiTect Reverse Transcription (Qiagen, Germany) according to the manufacturer's recommendations. Primer sets for selected genes were designed using Clone Manager Suite software; their sequences and reaction conditions are available in additional files (Additional file 1). Specificity of the amplified product was demonstrated by melting curve analysis and agarose gel electrophoresis (data not shown). Each sample was run in triplicate in 96-well plates using LightCycler®480 and LightCycler®480 FastStart SYBR Green I Master (Roche Diagnostics GmbH, Germany). Quantification cycles (Cq) were calculated using the fit point method (LightCycler®480 Software, Version 1.5 provided by Roche). The fold change in gene expression levels, corrected by efficiency, was analyzed using REST-MCS©-version 2 software [18]. The expression data were normalized to the reference glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) and hypoxanthine-guanine phosphoribosyltransferase (*Hprt1*) genes, which in a GeNorm algorithm-based selection [19] were the most stable among the four that we tested (M-value; the highest M-value means the least stable transcript): *Hprt* and *Gapdh -*0.464, TATA box binding protein (*Tbp*) – 0.615, polymerase (RNA) II (DNA directed) polypeptide A, transcript variant 2 (*Polr2a*) – 0.692. All experiments (sample collection, preparation and storage, primer design, qPCR normalization) were performed according to the MIQE guidelines [20].

## Results

### Physiological characteristic of rats

Two months after MI induction rats with large MI (L-MI, mean infarct size 49.8%) had extensive LV dilation, ejection fraction (EF) reduction and a highly elevated left ventricular end-diastolic pressure (LVEDP), a recognized marker of heart failure in the rat MI model (Table 1). On the other hand the rats with small (S-MI) or moderate myocardial infarction (M-MI) (mean infarct size 10.5% and 25.8%, respectively) had only mild LV dilation and EF reduction, but normal LVEDP.

**Table 1:** Body weight and echocardiographic parameters in post-myocardial infarction and sham-operated rats 2 months after surgery

	**Sham, n = 6**	**Infarct**		
		**Small, n=6**	**Moderate, n=6**	**Large, n=5**
BW [g]	419 ± 14	411 ± 8	424 ± 22	377 ± 4^*^
Infarct size [%]	0	10.5 ± 1.6^***^	25.8 ± 1.6^***^	49.8 ± 1.5^***^
LVEDD [mm^2^]	58.3 ± 1.0	63.8 ± 2.1	67.5 ± 1.1^***^	99 ± 6.3^***^
LVESD [mm^2^]	26.5 ± 0.7	35 ± 1.5^**^	39.5 ± 0.8^***^	76 ± 6.0^***^
EF [%]	54.5 ± 0.9	45.2 ± 0.7^***^	41.5 ± 0.5^***^	23.2 ± 2.8^***^
LVEDP [mm Hg]	6.0 ± 0.3	5.8 ± 0.3	6.8 ± 0.3	21.1 ± 0.5^***^

BW - body weight, LVEDD - left ventricular end-diastolic diameter, LVESD - left ventricular end-systolic diameter, EF- ejection fraction, LVEDP - left ventricular end-diastolic pressure.

Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

This indicates that while the rats with the large MI developed extensive LV remodelling and heart failure, the rats with small or moderate infarction developed only mild LV remodelling and a condition that could be called compensated LV injury.

### Microarrays results from heart tissues

The microarray data after normalization were subjected to PCA analysis to visualize gene expression differences between control and treated animals. 

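Left ventricular RNA of each rat was hybridized to its own Affymetrix Rat Gene 1.0 ST array, 2 months after the operation. The 23 arrays come from 6 sham-operated rats, 6 rats with S-MI, 6 with M-MI and 5 with L-MI. The deposited description of L-MI replicate 1, in LV and in PBMCs, speaks of a compensated injury, against its title and infarct size, and both arrays were kept as L-MI. Without the LV one, 851 transcript clusters were called in LV of L-MI. The whole left ventricle was taken from sham-operated rats, and the part without visible scar from infarcted rats. The deposited values are log2 signals, made by the authors with robust multiarray averaging (RMA), which corrects background, equalizes the arrays by quantiles and sums the probes of each transcript cluster. A transcript cluster is the array's unit for a gene or transcript.  All 29214 transcript clusters were tested, of which 15310 carry the symbol of 1 gene. The other 13728 were left unnamed, 323 of them because they carry several symbols, and 176 were named from the paper's supplementary tables. A linear model with a mean for each group was fitted with limma, and L-MI, M-MI and S-MI were each compared with sham. A transcript cluster was called altered at a fold of at least 1.3 and a Benjamini-Hochberg adjusted p of at most 0.05. In addition, 24 lists of functionally related genes and 17 lists of cell type markers were compared with all other genes by camera, a set test with a preset correlation of 0.01 between genes. Of the 886 genes on these lists, 794 were measured. With an estimated correlation in place of the preset one, fewer lists pass, and that adjusted p is given beside each list. The number of arrays limits the precision of every value.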

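The left ventricles of rats with L-MI held apart from all others along 1 axis of the expression profiles. On the second principal component the 5 L-MI arrays lay between 25.2 and 151, and the 18 arrays of the sham, S-MI and M-MI groups between -78.4 and 24.2. The components were computed over all transcript clusters, each scaled to the same variance. The first 3 held 17.5%, 12.2% and 6.18% of the variance. The distance between the group means of L-MI and sham on these 3 components was 2.16 times the mean distance of an array from the mean of its own group (one-sided exact permutation test, p = 0.002165, the smallest p that 462 splits of 5 and 6 arrays allow). The same ratio was 1.14 for M-MI against sham (p = 0.102) and 0.897 for S-MI against sham (p = 0.162) by the same exact permutation test. Without sham replicate 2, the ratio for M-MI was 1.39 and passed the test (exact permutation p = 0.0346), and without S-MI replicate 3 that for S-MI was 1.36 and did not (exact permutation p = 0.0563). The ratio for M-MI also passed with unscaled transcript clusters (the covariance matrix) and with 2 components. On the first component 60.9% of the variance lay within the groups, with sham replicates 4 and 6 and S-MI replicates 4 and 5 between -138 and -112 and all other arrays between -52.0 and 165.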

The PCA plot (Figure 1) demonstrates a distinct separation between sham-operated rats and rats with L-MI in contrast to animals with S-MI and M-MI, which clustered together with the sham group.

**Figure 1:**
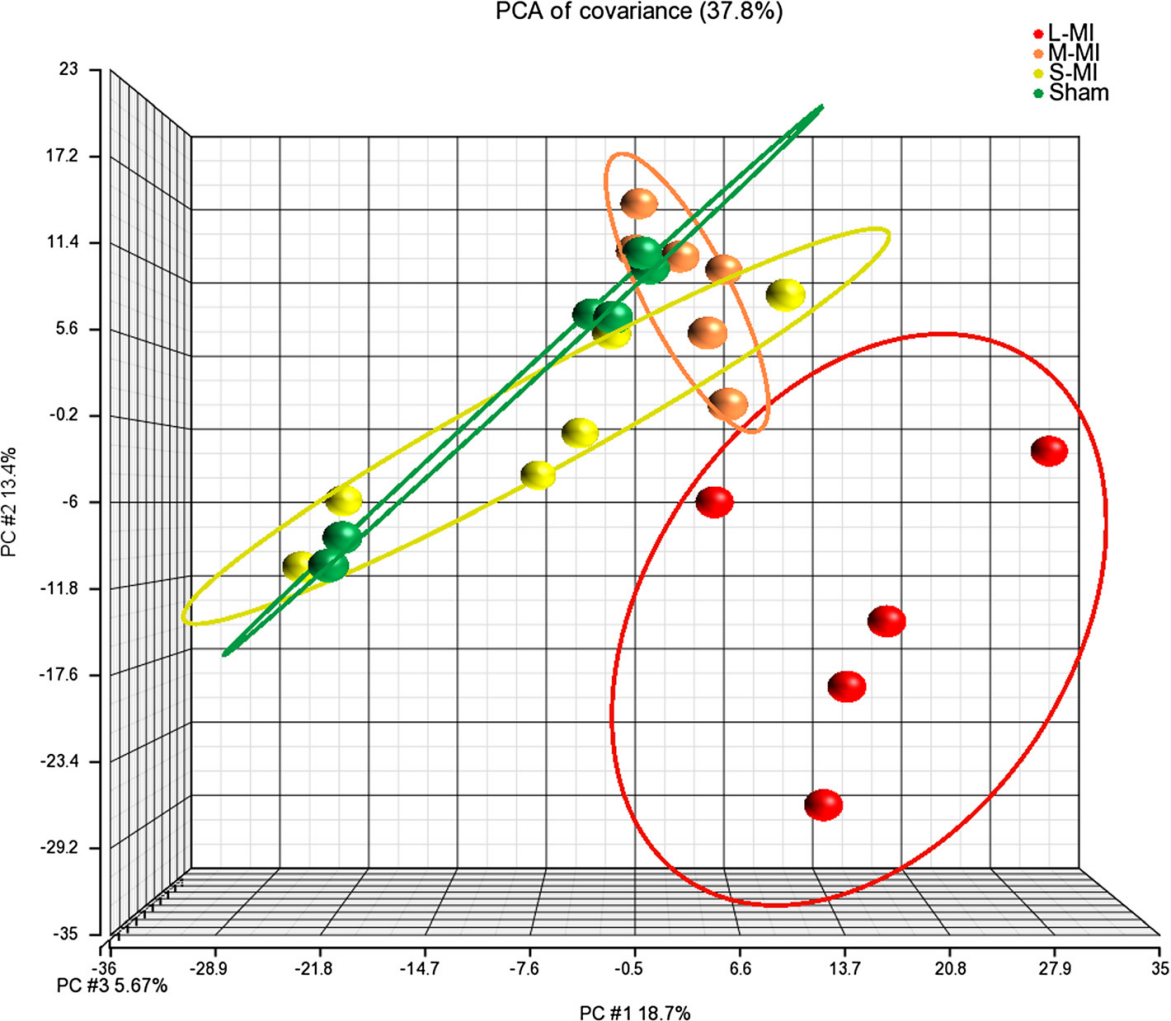
**Principal component analysis of left ventricular gene expression profiles.** PCA plot shows the first three principal components of microarray data in respect to their correlation. Sham - sham-operated; S-MI - small-size infarction; M-MI - moderate-size infarction; L-MI - large-size infarction.

Genes expressed differentially between groups were determined using the cutoff criteria described in Materials and Methods. The expression of 840 transcripts was altered in L-MI rats 2 months after the operation. 

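In the left ventricles of rats with L-MI, 608 of the 29214 transcript clusters rose and 333 fell in comparison with the sham group. With each array centred on its median, 524 rose and 431 fell. Among the largest rises, Pcp4 (transcript cluster 10750505), a peptide that modulates calmodulin, rose by 2.35 on the log2 scale (SE 0.24, adjusted p = 1.69e-06). Hamp, the iron-regulating hormone hepcidin, rose by 2.03 (SE 0.34, adjusted p = 3.28e-04). Sfrp1 and Sfrp2, secreted proteins that bind Wnt ligands, rose by 1.76 (SE 0.19) and 1.75 (SE 0.20), and Sbsn by 2.07 (SE 0.23). For each of these 5 genes, picked for their large rises, all 5 L-MI arrays lay above all 6 sham arrays. Markers of macrophages moved with these genes: 18 of the 19 measured rose and none fell, with 18 higher when adjusted over the list alone. Cd68, a lysosomal protein of macrophages, rose by 0.90 (SE 0.11, adjusted p = 1.94e-05) and Mrc1, the mannose receptor, by 0.84 (SE 0.09, adjusted p = 5.75e-06). The macrophage list passed camera (adjusted p = 0.0221 with an estimated correlation). All adjusted p values of single genes are from limma.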

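Of the genes that rose in L-MI, Timp1, Nppa and Postn stayed near the level of the sham group in M-MI. Fn1 and Hcn4 were shifted more, by 0.36 (SE 0.15) and 0.35 (SE 0.28) on the log2 scale, and did not pass (adjusted p = 0.691 and 0.783 from limma). These values lean on single arrays: Fn1 was at 0.22 without M-MI replicate 4, and Hcn4 at 0.16 without M-MI replicate 5 and 0.21 without sham replicate 1. Timp1, an inhibitor of metalloproteinases, was at 9.09 ± 0.18 (SD, n = 6) in sham, 9.21 ± 0.24 (SD, n = 6) in M-MI and 9.44 ± 0.31 (SD, n = 6) in S-MI. The cardiac natriuretic peptide gene Nppa had a log2 fold change of 0.07 (SE 0.27) in M-MI and 0.32 (SE 0.27) in S-MI. For periostin, a secreted matrix protein encoded by Postn, the values were 0.06 (SE 0.22) and 0.37 (SE 0.22). No transcript cluster passed limma's adjusted p with a fold of at least 1.3, 0 in M-MI (smallest adjusted p = 0.293) and 0 in S-MI (smallest adjusted p = 0.113). A contrast of an ordinary analysis of variance also called 0 in both groups. At an unadjusted p under 0.05, limma counted 2053 transcript clusters in M-MI (7.03% of those tested) and 1850 in S-MI (6.33%). Without sham replicate 1, 1 transcript cluster passed in M-MI: Nts, which encodes neurotensin, at a log2 fold change of -0.43 (adjusted p = 0.00773), a gene named after its value was seen. Of 40 genes given a true fold of 1.3 in simulated arrays of the size of the L-MI comparison, 52.5% were called, and at a fold of 1.5, 85%. A true fold of 1.3 lies on the fold threshold, so that share depends on the threshold and not on noise alone. No such genes were simulated for M-MI or S-MI, so the shares do not give the power there.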

Consistent with the results of the PCA analysis, no gene expression differences were identified between rats with S-MI or M-MI and the control group. 

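Among the named genes that fell in L-MI were 2 of muscle membranes and 1 that caps actin filaments. Scn4b, a subunit of the cardiac sodium channel (transcript cluster 10909621), fell from 9.87 ± 0.17 (SD, n = 6) to 8.63 ± 0.53 (SD, n = 5) (log2 fold change -1.25, SE 0.17, adjusted p = 4.92e-05). Trdn, which encodes triadin of the calcium release complex, had a log2 fold change of -0.93 (SE 0.12, adjusted p = 2.74e-05), and Tmod4, the tropomodulin that caps the filaments, -0.95 (SE 0.13, adjusted p = 4.41e-05). Aqp7, a channel for water and glycerol, had -1.31 (SE 0.17, adjusted p = 2.39e-05). Further large falls were in Ephx2 (-0.97, SE 0.24), Pcdh11x (-0.96, SE 0.18), Ddit4l (-0.95, SE 0.13) and F1m737 (-1.91, SE 0.29). Each of these 8 genes was below all sham arrays in all 5 L-MI arrays. Of the transcript clusters called, 816 are named, 543 of them higher and 273 lower. The named ones include those of the 176 that took their name from the paper's tables. These counts are therefore not independent of the paper's, and by how much was not counted. Of 28 measured genes of calcium handling and ion channels, 4 fell and none rose (5 lower when adjusted over the list alone), and the list passed camera (adjusted p = 7.15e-05; adjusted p = 0.0885 with an estimated correlation).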

From the total 840 transcripts altered in the L-MI group, 814 (553 - upregulated, 261 - downregulated) were supported with gene annotations provided by RefSeq, GeneBank (http://www.ncbi.nlm.nih.gov) or Ensembl (http://www.ensembl.org). Their full list is available in additional files (Additional file 2).

The genes identified as significantly altered in the L-MI group were further subjected to a gene ontology analysis (AmiGO) to find significant shared Gene Ontology terms. Figure 2 presents only the GO terms with the most significant *p*-values, whereas in additional files we present complete results (Additional file 3). 

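Genes whose products bind heparin and other glycosaminoglycans were mostly higher in L-MI. Fn1, which encodes fibronectin (transcript cluster 10928761), rose from 8.51 ± 0.12 (SD, n = 6) to 10.07 ± 0.35 (SD, n = 5) (log2 fold change 1.56, SE 0.16, adjusted p = 2.35e-06). Ccn2, connective tissue growth factor, rose by 1.63 (SE 0.24, adjusted p = 9.39e-05) and Bgn, the proteoglycan biglycan, by 1.15 (SE 0.09, adjusted p = 1.13e-07). Ltbp2, which binds fibrillin, rose by 1.40 (SE 0.13, adjusted p = 6.17e-07). Of the 33 genes that the study lists under carbohydrate derivative binding, 31 were called higher and 1 lower. Under glycosaminoglycan binding 29 of 30 were higher and none lower, and under sulfur compound binding 27 of 29 were higher and 2 lower. All 23 genes under heparin binding were higher, with a median log2 fold change of 0.97. Under receptor binding 59 of 86 were higher and 24 lower. These lists were chosen by the study on the same arrays and are not independent evidence of the directions. In direct comparisons, 20 of the 23 heparin binding genes also passed the thresholds against M-MI and 18 against S-MI.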

The analysis revealed that the molecular function of these genes is essentially connected to GO:0005488 binding and particularly to GO:0097367 carbohydrate derivative binding, GO:0005539 glycosaminoglycan binding, GO:1901681 sulfur compound binding, GO:0008201 heparin binding, GO:0005102 receptor binding and GO:0005515 protein binding. 

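A chitinase-like protein, a protein that binds lipopolysaccharide and a coagulation factor were among the genes that rose in L-MI, and a cytochrome P450 and a lipoprotein lipase carrier among those that fell. Chi3l1, a chitinase-like protein secreted by macrophages and other cells (transcript cluster 10764069), rose from 7.48 ± 0.12 (SD, n = 6) to 9.17 ± 0.32 (SD, n = 5) (log2 fold change 1.69, SE 0.17, adjusted p = 1.95e-06). Lbp, which binds bacterial lipopolysaccharide, rose by 1.09 (SE 0.15, adjusted p = 5.45e-05) and F13a1, a subunit of coagulation factor XIII, by 0.96 (SE 0.13, adjusted p = 4.71e-05). In the other direction, Cyp2e1, a cytochrome P450, had a log2 fold change of -2.21 (SE 0.41, adjusted p = 9.18e-04) and Gpihbp1, which carries lipoprotein lipase to the capillary wall, -0.91 (SE 0.17, adjusted p = 8.32e-04). Of the 155 genes that the study lists under response to organic substance, 117 were higher and 29 lower. Under response to wounding, 72 of 80 were higher and 7 lower, with a median log2 fold change of 0.61 in L-MI, 0.05 in M-MI and 0.11 in S-MI. Under cellular response to chemical stimulus, 96 of 115 were higher and 13 lower. The study chose these lists on the same arrays, so they are not independent evidence. Against M-MI, 69 of the wounding genes also passed limma's test and the fold threshold, and against S-MI, 56.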

The biological processes are mainly associated with response to stimuli: GO:0010033 response to organic substance, GO:0009611 response to wounding and GO:0070887 cellular response to chemical stimulus. 

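Adhesion genes were mostly higher in L-MI, whereas metabolic genes went both ways. Thy1, a surface protein of fibroblasts and lymphocytes (transcript cluster 10909407), rose from 6.75 ± 0.05 (SD, n = 6) to 7.63 ± 0.41 (SD, n = 5) (log2 fold change 0.88, SE 0.13, adjusted p = 9.00e-05), and Ccn5, a matricellular protein, by 1.61 (SE 0.15, adjusted p = 4.76e-07). Of 77 genes that the study lists under cell adhesion, 69 were higher and 5 lower. Of 136 under small molecule metabolic process, 71 were higher and 58 lower, and the median log2 fold change over both directions was 0.40. Of its members, Decr1, an enzyme of mitochondrial fatty acid oxidation, had a log2 fold change of -0.95 (SE 0.16, adjusted p = 3.41e-04), and Pdk4, a kinase that inhibits pyruvate dehydrogenase, -0.92 (SE 0.20, adjusted p = 0.0041). Both lists come from the study's own calls on these arrays and are not independent evidence. The adjusted p values are from limma.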

Cell adhesion GO:0007155 and small molecule metabolic process GO:0044281 were also at the top of significantly altered biological processes. 

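Secreted and matrix genes made up the largest of these lists and were almost all higher in L-MI. Mfap5, a microfibril protein (transcript cluster 10858499), rose from 9.09 ± 0.12 (SD, n = 6) to 10.30 ± 0.22 (SD, n = 5) (log2 fold change 1.21, SE 0.11, adjusted p = 4.76e-07), and Fstl1, a secreted glycoprotein, by 0.85 (SE 0.08, adjusted p = 8.83e-07). Of 163 genes that the study lists under extracellular region, 150 were higher and 11 lower, and of 121 under extracellular region part, 113 and 7. Of 91 under extracellular space, 84 were higher and 6 lower. Within the matrix itself, 53 of 54 genes under proteinaceous extracellular matrix were higher and 1 lower, and all 32 under extracellular matrix part were higher, with a median log2 fold change of 0.70. Since the study drew these genes from its own calls, the counts are not independent evidence. In direct limma comparisons, 146 of the extracellular region genes also passed against M-MI and 131 against S-MI.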

Cellular component classification showed that most of the differently expressed genes were involved in GO:0005576 extracellular region (GO:0044421 extracellular region part, GO:0005615 extracellular space) and GO:0031012 extracellular matrix (GO:0005578 proteinaceous extracellular matrix, GO:0044420 extracellular matrix part).

**Figure 2:**
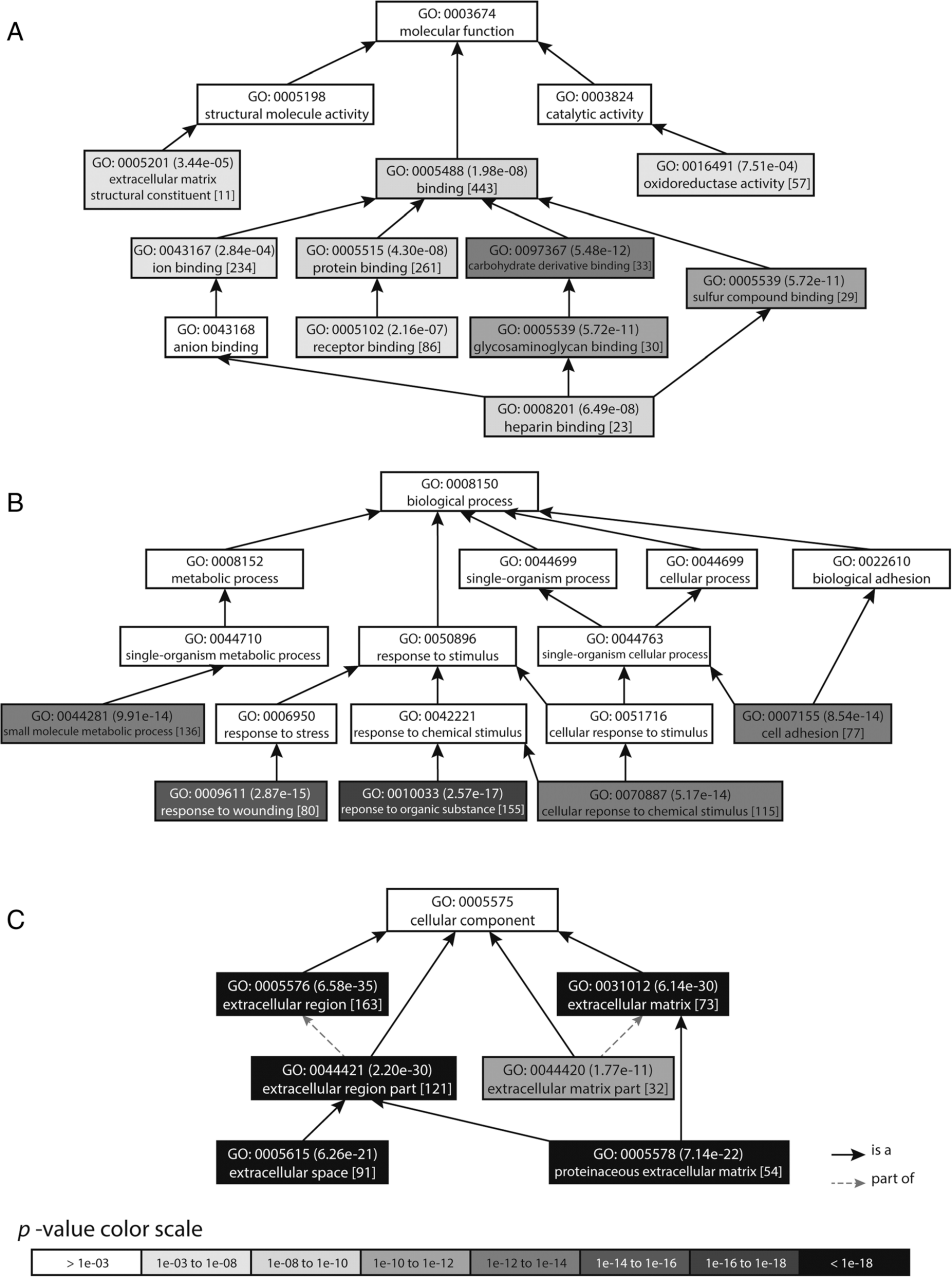
**Enriched GO categories among differentially expressed genes in large-size infarction compared to sham-operated rats.** Expression level were determined in left ventricle. Graphs show top results for the biological process **(A)**, molecular function **(B)** and cellular component **(C)**. In round brackets the *p*-value obtained from the AmiGO is shown, in square brackets the number of differentially expressed genes related to a particular GO term.

Extracellular matrix remodelling is the critical event in pathology of HF. For that reason, a focused hierarchical clustering analysis was done for transcripts annotated as GO:0031012 extracellular matrix (Additional file 4) to show their expression profiles in LV samples from individual rats (Figure 3). This analysis revealed a clearly distinct gene expression profile of the selected genes in rats with L-MI that clustered separately from the other groups. 

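The 5 L-MI arrays formed a cluster of their own over the 73 matrix genes, with none of the other 18 arrays in it. Each gene was scaled to the same variance across the arrays, and arrays were joined by average linkage on Euclidean distance. Among the genes behind this pattern, Col8a1, a network-forming collagen (transcript cluster 10750685), was at 6.63 ± 0.15 (SD, n = 6) in sham, 6.63 ± 0.14 (SD, n = 6) in S-MI, 6.62 ± 0.20 (SD, n = 6) in M-MI and 7.75 ± 0.28 (SD, n = 5) in L-MI. Over the 73 genes the median log2 fold change was 0.68 in L-MI, 0.03 in M-MI and 0.07 in S-MI. These genes were chosen by the study for their difference between L-MI and sham, so a separation of these groups over them is not independent evidence. Over the 42 genes of 2 matrix lists written after the paper had been read, the 5 L-MI arrays again formed their own cluster. Of these 42, 23 are also among the 73, so this is not independent evidence either. With correlation distance, the cluster that held the 5 L-MI arrays also held 4 others.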

Interestingly, all these genes were upregulated in the L-MI group, with one exception - vitronectin (*Vnt*), although they are involved in both ECM deposition and degradation.

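Of the 73 matrix genes, 70 were called higher in L-MI, 1 lower and 2 not called. The 1 that fell was Vtn, vitronectin (transcript cluster 10736273), an adhesive glycoprotein of plasma and matrix, from 9.61 ± 0.10 (SD, n = 6) to 9.10 ± 0.08 (SD, n = 5) (log2 fold change -0.50, SE 0.07, adjusted p = 1.01e-04). In all, 72 of the 73 had a positive log2 fold change. The study selected these genes on the same arrays, so their direction is not independent evidence. Against M-MI 69 of the 73 passed limma's adjusted p with a fold of at least 1.3, and against S-MI 64. None of the 73 was called in PBMCs at the thresholds used there (0 by limma at an unadjusted p of at most 0.05 with a fold of at least 1.2).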

**Figure 3:**
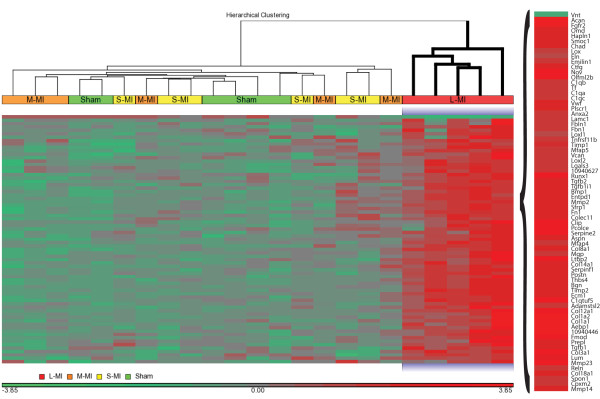
**Heat map representing hierarchical clustering of 73 differentially expressed genes related to extracellular matrix (GO:0031012).** Each column corresponds to a single microarray whereas each row represents expression profile of a single gene. Red stand for the positive values in the gene expression and green for the negative ones. Sham - sham-operated; S-MI - small-size infarction; M-MI - moderate-size infarction; L-MI - large-size infarction.

### Microarray results from PBMCs

PBMCs are considered to be an ideal surrogate tissue to reflect changes occurring in major human organs [14]. Therefore, a further microarray analysis was performed to evaluate if and how the progressive heart failure in rats with L-MI affected the gene expression patterns in PBMCs. 

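PBMCs, the lymphocytes and monocytes of blood, were compared between 2 groups, sham-operated rats and rats with L-MI. Each of the 11 PBMC arrays, 6 sham and 5 L-MI, carries RNA of 1 rat, on the same type of array as the heart samples and 2 months after the operation. The values are again log2 signals from the authors' RMA. Their distribution differs from that of the LV arrays, so levels are not compared between the tissues, only changes within each. L-MI was compared with sham in a limma model over the PBMC arrays alone. A transcript cluster was called altered at a fold of at least 1.2 and an unadjusted p of at most 0.05, since the paper sets no adjustment for this tissue in its methods, although the title of its supplementary table of PBMC genes speaks of a control of the false discovery rate. With these thresholds, 357 transcript clusters were called in simulated arrays among those with no true change, more than the 270 called in the real arrays. Of 100 splits of the PBMC arrays, the real one included, 65 called as many as the real one or more, so the number of calls in PBMCs does not exceed what chance gives. Of 40 simulated genes with a true fold of 1.3, 95% were called. Beside single genes stands the p of an exact permutation test of the difference in means over all 462 splits of the arrays.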

Global transcriptomic profiles analysed by PCA demonstrated a separation between the sham-operated rats and rats with L-MI that was less clear-cut than that found for the heart tissue (Figure 4). 

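PBMC arrays of the L-MI and sham groups overlapped on the leading components. The 5 L-MI arrays spread from -113 to 161 on the first component and from -111 to 118 on the second, wider than the 6 sham arrays, which lay between -60.4 and 45.2 and between -75.9 and 51.9. The first 3 components held 17.8%, 15.7% and 12.1% of the variance. On them, the distance between the group means was 0.657 times the mean distance of an array from the mean of its group (one-sided exact permutation test over 462 splits, p = 0.558). Without L-MI replicate 4 the ratio was 1.07 (exact permutation p = 0.110), and without sham replicate 6 it was 0.991 (exact permutation p = 0.183). Against these ratios of the blood samples stands the one of LV between the same groups, where the test passed.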

A list of differentially expressed genes was determined with the cutoff criteria described in Materials and Methods. The expression of 72 (38 - upregulated, 34 - downregulated) well-annotated transcripts was altered in PBMCs in the L-MI rats 2 months after the operation in comparison with sham-operated rats (Additional file 5). 

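In PBMCs of rats with L-MI, receptors of natural killer cells were among the largest rises. Klrc3 and Klrc2, lectin-like receptors of the NKG2 family, had log2 fold changes of 0.95 (SE 0.24, exact permutation p = 0.013) and 0.88 (SE 0.23, exact permutation p = 0.0108). Klrc1 went from 8.56 ± 0.28 (SD, n = 6) to 9.32 ± 0.49 (SD, n = 5), a log2 fold change of 0.76. Also called higher by much were Lig4 (0.76, SE 0.34, exact permutation p = 0.0801), Hdc (0.72, SE 0.30, exact permutation p = 0.0671), Prps1 (0.59, SE 0.26, exact permutation p = 0.0736), Slc2a4 (0.56, SE 0.24, exact permutation p = 0.0866) and Cacnb4 (0.53, SE 0.23, exact permutation p = 0.0758), whose calls were lost without any 1 of 9, 5, 8, 5 and 7 of the 11 arrays. The log2 fold change of Hdc was 0.46 without L-MI replicate 5. Of 31 measured genes of cytotoxic granules and natural killer receptors, 7 were called higher and 1 lower (4 higher when adjusted over the list alone). This list passed camera (adjusted p = 1.92e-04; adjusted p = 0.884 with an estimated correlation). Among the falls, Klra5, a receptor of the Ly49 family, had -0.69 (SE 0.17, exact permutation p = 0.0108). Altogether 142 transcript clusters were called higher and 128 lower. Of the 110 that are named, by the annotation or by the paper's tables, 76 were higher and 34 lower. None passed an adjusted p of 0.05 in limma (0, smallest adjusted p = 0.541), and 1100 transcript clusters, 3.77% of those tested, had an unadjusted p under 0.05. Of other tools, an ordinary analysis of variance called 184 by the same thresholds. Without L-MI replicate 3 the 270 calls became 475, and the 110 named ones became 187, 180 and 174 without L-MI replicates 2, 3 and 4.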

The AmiGO analysis showed no significantly enriched GO terms, while the DAVID Functional Annotation Tool identified several categories. The molecular function of those genes is mainly connected to GO:0005488 binding, especially GO:0005529 sugar and GO:0005537 mannose binding. 

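The sugar-binding genes called in PBMCs were mostly receptors of natural killer cells, called higher, and C-type lectins of dendritic cells, called lower. Klri2, an activating or inhibitory receptor subunit of natural killer cells (transcript cluster 10866076), went from 7.65 ± 0.49 (SD, n = 6) to 8.52 ± 0.67 (SD, n = 5). Its log2 fold change was 0.88 (SE 0.30, exact permutation p = 0.0455). Cd209a, a relative of DC-SIGN, went from 6.63 ± 0.19 (SD, n = 6) to 6.23 ± 0.36 (SD, n = 5). Its log2 fold change was -0.40 (SE 0.15, exact permutation p = 0.0498). Of the 7 genes that the study lists under sugar binding, all could be matched to a transcript cluster, Klra7 by the study's table of genes found in both tissues, and 5 were called higher and 2 lower. Both genes under mannose binding were called lower. The study drew these lists from its own calls on the same arrays, so they are not independent evidence. The call of Cd209a was lost without L-MI replicate 1 (-0.33) or L-MI replicate 2 (-0.34).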

Biological processes are associated with response to stimuli: GO:0014070 response to organic cyclic substance and GO:0009607 response to biotic stimulus (GO:0009617 response to bacterium stimuli, GO:0051007 response to other organism). 

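The stimulus-response genes of PBMCs pair a prostaglandin enzyme that was higher with AP-1 transcription factors that were lower. Jun, a subunit of AP-1 (transcript cluster 10878112), went from 9.20 ± 0.24 (SD, n = 6) to 8.81 ± 0.29 (SD, n = 5). Its log2 fold change was -0.38 (SE 0.14, exact permutation p = 0.0325). Of the 4 genes that the study lists under response to organic cyclic substance, 1 was called higher and 3 lower, with Cd83 matched by the name printed beside a symbol that is not its own. Under response to biotic stimulus 2 of 4 were higher and 2 lower. The study chose these genes on the same arrays, so their direction is not independent evidence. Of 23 measured immediate early genes, a list that includes Jun, 1 was called lower and none higher (0 when adjusted over the list alone by limma). This list passed camera as lower (adjusted p = 0.0243; adjusted p = 0.884 with an estimated correlation).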

Cellular component classification showed that most of those genes were connected with GO:0016020 membrane. 

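The genes that the study lists under membrane went both ways in PBMCs. Cxcr6, a chemokine receptor of natural killer and T cells (transcript cluster 10914607), went from 10.01 ± 0.18 (SD, n = 6) to 10.40 ± 0.19 (SD, n = 5). Its log2 fold change was 0.39 (SE 0.10, exact permutation p = 0.0152). Cd83, a marker of activated dendritic and B cells, had a log2 fold change of -0.33 (SE 0.12, exact permutation p = 0.0455). Of the 26 genes that the study lists under membrane, 25 could be matched to a transcript cluster, 3 of them by the gene name printed beside a symbol that is not listed and 1 by another table of the study. Of these, 13 were called higher, 9 lower and 3 not called. The list was drawn from the study's calls on these arrays and is not independent evidence. Without L-MI replicate 4 the fold change of Cd83 was -0.29 and without L-MI replicate 5 -0.26, both past the thresholds no more.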

Complete results are shown in Additional file 6.

**Figure 4:**
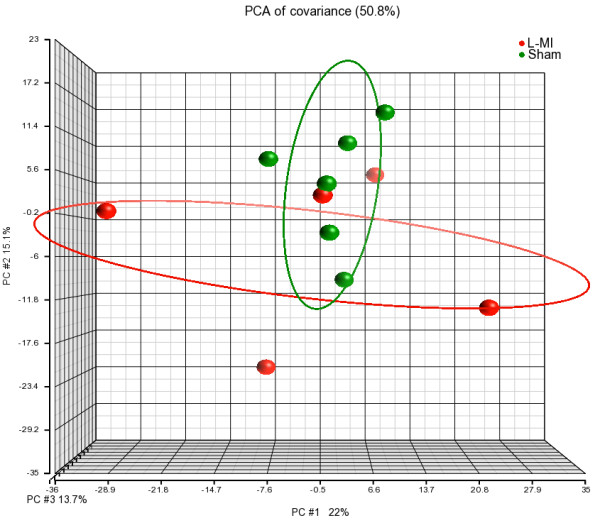
**Principal component analysis of PBMCs gene expression profiles.** PCA plot shows the first three principal components of microarray data in respect to their correlation. Sham - sham-operated; L-MI - large-size infarction.

A comparison of the list of differentially expressed genes in LV tissue and PBMCs from rats with L-MI revealed five transcripts (*Klra7 -* killer cell lectin-like receptor, subfamily A, member 7; *Clr7 -* C-type lectin-related protein 7; *Cp -* ceruloplasmin; *Ptgs2 -* prostaglandin-endoperoxide synthase 2 and *Tspan12 -* tetraspanin 12) similarly altered in both tissues (Additional file 7).

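Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, was higher in both tissues of rats with L-MI. In LV it went from 6.00 ± 0.09 (SD, n = 6) to 7.12 ± 0.58 (SD, n = 5) (log2 fold change 1.11, SE 0.17, adjusted p = 1.50e-04), and in PBMCs it had a log2 fold change of 0.37 (SE 0.13, exact permutation p = 0.0108). Clr7, a C-type lectin-related protein, had 0.76 (SE 0.11, adjusted p = 9.05e-05) in LV and 0.64 (SE 0.17, exact permutation p = 0.0173) in PBMCs. For Klra7, a receptor of natural killer cells, the log2 fold changes were 0.41 (SE 0.08) in LV and 0.43 (SE 0.17) in PBMCs. In LV it also stood at 0.33 in M-MI and 0.47 in S-MI, and neither passed (adjusted p = 0.689 and 0.113 from limma). The paper's RT-qPCR marks Klra7 as significantly higher in LV of both smaller infarcts. Cp, Tspan12 and C1s, a protease of the complement system, were called in both tissues as well, so that 6 transcript clusters were called in the same direction. Another 5 were called in opposite directions: Epdr1, Akr1e2 and Ppp1r3d lower in LV and higher in PBMCs, and C14h7orf57 and 1 unnamed transcript cluster the other way, all named after their values were seen. If calls in the 2 tissues were independent, 4.41 would be expected in the same direction. For both directions together 8.70 would be expected (two-sided Fisher's exact test for both directions together, p = 0.386). The call of Ptgs2 in PBMCs was lost without L-MI replicate 5 (0.22). The call of Klra7 was lost in PBMCs without L-MI replicate 1 (0.31) or 4 (0.38) and in LV without sham replicate 1 (0.38) or L-MI replicate 3 (0.35), and that of C1s in PBMCs without sham replicate 1 (0.24) or 2 (0.23) or L-MI replicate 1 (0.25) or 4 (0.23).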

### Validation of microarrays with RT-qPCR

Reverse transcription-qPCR was used to validate the microarray data. Several genes important for heart functioning were assayed and the results are demonstrated in Tables 2 and 3.

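On the arrays, the atrial natriuretic peptide gene Nppa (transcript cluster 10873899) rose in L-MI from 11.22 ± 0.51 (SD, n = 6) to 13.11 ± 0.31 (SD, n = 5) (log2 fold change 1.89, SE 0.29, adjusted p = 1.35e-04). For Nppb, which encodes the B-type natriuretic peptide, the log2 fold change was 0.45 (SE 0.27, adjusted p = 0.361), and for the vasoconstrictor endothelin 1, encoded by Edn1, 0.34 (SE 0.11, adjusted p = 0.0539), and neither was called. Against S-MI both were higher in L-MI (Nppb 0.90, adjusted p = 0.0412; Edn1 0.42, adjusted p = 0.0194), and against M-MI neither passed (adjusted p = 0.214 and 0.0995). The call of Nppb against S-MI was lost without any 1 of the L-MI arrays or without S-MI replicate 2 or 6, and without S-MI replicate 4 its value was 0.58. That of Edn1 was lost without L-MI replicate 3 (0.39) or 4 (0.33) or S-MI replicate 3 (0.37). Corin, the protease that processes natriuretic peptides, rose by 0.47 (SE 0.10, adjusted p = 0.0032). It stood at 0.26 in M-MI and 0.37 in S-MI, and the direct comparisons of L-MI with these groups did not pass (adjusted p = 0.271 and 0.609). Among genes of hypertrophy and remodelling, Tgfb2 rose by 1.00 (SE 0.18), the pacemaker channel Hcn4 by 1.07 (SE 0.30) and Tgfb1 by 0.40 (SE 0.07), and Pparg, a regulator of lipid metabolism, fell with -0.48 (SE 0.09). Of 22 measured genes of the fetal and hypertrophy programme, 10 rose and none fell (11 higher when adjusted over the list alone), among them Ankrd23 by 1.60 (SE 0.24) and the calcium channel gene Cacna1g by 1.30 (SE 0.13). This list passed camera (adjusted p = 0.0221 with an estimated correlation). All p values are from limma. The fold of Tgfb1 fell under the threshold without sham replicate 5 (0.36) or L-MI replicate 1 (0.36) or 5 (0.35), and the call of Hcn4 was lost without sham replicate 1 (0.92) or L-MI replicate 4 (0.90). Edn1 was called without sham replicate 4 (0.38) or L-MI replicate 1 (0.39) or 2 (0.39).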

**Table 2:** Comparison of results from microarrays and RT-qPCR

	**Large-MI**						**Moderate-MI**			**Small-MI**		
	**Results from RT-qPCR**			**Results from microarrays**			**Results from RT-qPCR**			**Results from RT-qPCR**		
**Gene** ** symbol**	**Fold change**	***P*-value**	**Significance**	**Fold change**	***P*-value**	**Significance**	**Fold change**	***P*-value**	**Significance**	**Fold change**	***P*-value**	**Significance**
Biomarkers in heart failure												
***End1***	**1.9**	0.043	**	**1.3**	0.005	**	**-1.1**	0.412	ns	**-1.3**	0.147	ns
***Nppa***	**19.2**	0.001	***	**3.7**	1.3e-5	***	**1.1**	0.884	ns	**1.2**	0.694	ns
***Nppb***	**2.2**	0.001	***	**1.4**	0.14	ns	**-1.1**	0.849	ns	**-1.5**	0.496	ns
Others related to cardiac hypertrophy and left ventricular remodelling												
***Corin***	**2.6**	0.020	*	**1.4**	3e-5	***	**1**	0.788	ns	**1**	0.934	ns
***Hcn4***	**3.6**	0.013	*	**2.1**	0.001	***	**1**	0.951	ns	**-1.4**	0.343	ns
***Pparg***	**-1.7**	0.017	**	**-1.4**	1.4e-4	***	**1.1**	0.643	ns	**1**	0.865	ns
***Tgfβ1***	**1.4**	0.071	ns	**1.3**	1.6e-5	***	**1.1**	0.613	ns	**1.1**	0.712	ns
***Tgfβ2***	**3.1**	0.010	**	**2**	7.8e-5	***	**-1.1**	0.762	ns	**1**	0.874	ns
ECM – Extracellular matrix components												
ECM structural components												
***Col1a1***	**3.9**	0.003	**	**2.3**	6.1e-6	***	**1**	0.767	ns	**1**	0.852	ns
***Col1a2***	**2.3**	0.011	**	**1.6**	5e-5	***	**-1.1**	0.685	ns	**1**	0.852	ns
***Col3a1***	**2.1**	0.017	**	**1.5**	1.3e-5	***	**-1.1**	0.579	ns	**1.1**	0.619	ns
***Col8a1***	**5.1**	0.001	***	**2.1**	3.1e-8	***	**1**	0.880	ns	**1**	0.390	ns
***Col12a1***	**5.1**	0.001	***	**2.9**	3.4e-8	***	**1**	0.912	ns	**-1.1**	0.215	ns
***Col14a1***	**2.4**	0.001	***	**2**	1.0e-7	***	**1.1**	0.628	ns	**1.1**	0.891	ns
***Col18a1***	**2.2**	0.001	***	**1.3**	7.6e-5	***	**-1.1**	0.668	ns	**-1.1**	0.310	ns
***Eln***	**2.2**	0.001	***	**1.4**	1.8e-5	***	**1.2**	0.304	ns	**1.1**	0.689	ns
***Fn1***	**3.8**	0.005	**	**2.9**	6.2e-8	***	**1.2**	0.384	ns	**1.1**	0522	ns
***Lamc1***	**1.3**	0.014	**	**1.3**	5.1e-7	***	**1.1**	0.451	ns	**1**	0.773	ns
***Prg4***	**2.1**	0.004	**	**1.7**	2.4e-5	***	**1**	0.907	ns	**-1.1**	0.430	ns
***Vtn***	**-1.4**	0.015	*	**-1.4**	2.3e-6	***	**1**	0.874	ns	**-1.1**	0.167	ns
Matricellular proteins												
***Mmp2***	**1.6**	0.001	***	**1.4**	7.5e-7	***	**1**	0.855	ns	**1.1**	0.343	ns
***Mmp9***	**2.7**	0.351	ns ^†^	**1.73**	0.037	*	**1.2**	0.660	ns	**1**	0.871	ns
***Mmp13***	**62.2**	0.001	*** ^†^	**2**	0.021	*	**-1.2**	0.358	ns	**1**	0.862	ns
***Mmp14***	**2.3**	0.019	**	**1.3**	0.002	**	**1.1**	0.529	ns	**-1.1**	0.465	ns
***Mmp16***	**2.9**	0.020	**	**1.3**	0.006	***	**-1.4**	0.204	ns	**-1.3**	0.334	ns
***Mmp23***	**1.8**	0.027	**	**1.3**	1.0e-4	***	**-1.1**	0.572	ns	**-1.2**	0.438	ns
***Postn***	**20.8**	0.001	***	**8**	1.2e-9	***	**1**	0.988	ns	**1.1**	0.738	ns
***Spp1***	**52.3**	0.003	**	**4.1**	2.3e-5	***	**2.7**	0.157	ns	**2.3**	0.212	ns
***Thbs4***	**19.4**	0.003	**	**6.1**	8e-9	***	**-1.7**	0.272	ns	**-1.3**	0.348	ns
***Timp1***	**3**	0.008	**	**2.4**	2.8e-7	***	**1.2**	0.287	ns	**1.4**	0.041	*
***Timp2***	**1.7**	0.037	**	**1.5**	4.6e-7	***	**-1.1**	0.666	ns	**1**	0.936	ns
***Timp3***	**1.9**	0.043	*	**1.2**	7.8e-5	***	**-1.4**	0.288	ns	**-1.3**	0.321	ns
***Timp4***	**-1.5**	0.151	ns	**-1.4**	0.006	**	**-1.3**	0.307	ns	**-1.1**	0.716	ns

Expression level of selected genes was measured 2 months after operation in left ventricle tissues of all infarcted rats and compared to sham-operated group (statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001, ns = non significant, † expression level in sham-operated rats close to the limit of detection). Results were normalized to *Gapdh* and *Hprt*.

**Table 3:** Comparison of results from microarrays and RT-qPCR of genes altered similarly in LVs and PBMCs

		**Large-MI vs Sham in PBMCs**				**Large-MI vs Sham in LVs**			
		**Results from RT-qPCR**		**Results from microarrays**		**Results from RT-qPCR**		**Results from microarrays**	
**Gene symbol**	**GenBank ID**	**Fold change**	***P*-value**	**Fold change**	***P*-value**	**Fold change**	***P*-value**	**Fold change**	***P*-value**
**Clr7**	**EU128749.1**	**1.4**	0.129^ns^	**1.6**	0.014*	**1.5**	0.046*	**1.7**	2.4e-6***
**Cp**	**NM_012532**	**2.3**	0.039*	**1.2**	0.019*	**3.3**	0.001**	**2.3**	1.9e-9***
**Klra7**	**XM_578407.4**	**1.6**	0.112^ns^	**1.4**	0.048*	**2.3**	0.001**	**1.2**	3.3e-4***
**Ptgs2**	**NM_017232**	**2.4**	0.073^near^	**1.3**	0.037*	**3.5**	0.001**	**2.2**	9.9e-6***
**Tspan12**	**NM_001015026**	**-3.22**	0.019*	**-3.0**	0.011*	**1.1**	0.734^ns^	**-1.4**	8.0e-6***

Statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001, ns = non significant, near = near significance. Results were normalized to *Gapdh* and *Hprt*.

First, to verify the main conclusion drawn from the microarray results for LV samples, the expression levels of genes coding for cardiac neurohormones (*Nppa -* natriuretic peptide A precursor*, Nppb -* natriuretic peptide B precursor*, Edn1 -* endothelin 1) and the enzyme responsible for converting pro-ANP and pro-BNP to mature ANP and BNP (*Corin -* corin, a serine peptidase) were determined. We confirmed that those genes were upregulated in the L-MI group in contrast to the S-MI and M-MI groups, which indicated that only in the L-MI group the myocardial infarction progressed to heart failure.

We also tested transcript levels of other genes known to be associated with cardiac hypertrophy and left ventricular remodelling. Expression of these transcripts was altered significantly in our model only in rats with a large MI.

Further, changes in the expression level of genes connected with cardiac extracellular matrix were confirmed. In addition to the genes whose upregulation was indicated by microarray data, additional matrix metalloproteinase and tissue inhibitor of metalloproteinase genes (*Mmp9, Mmp13, Mmp16, Mmp23, Timp3, Timp4*) were checked. The levels of the *Mmp9* and *Mmp13* transcripts were close to the detection limit of the platform (Cq values around cycle 35) in sham-operated, S-MI, and M-MI rats, but were substantially higher (cycle 32 and 29 respectively) in the L-MI group, indicating their up-regulation after large infarction.

Overall, the RT-qPCR results were qualitatively consistent with the results of the microarray analysis. However, the RT-qPCR analysis tended to give higher up-regulation levels than those calculated from the microarray data. 

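Of the 12 structural matrix genes in Table 2, 11 were higher and 1 lower on the arrays of L-MI. Col12a1 (transcript cluster 10918869), a collagen that decorates fibrils, rose from 6.23 ± 0.17 (SD, n = 6) to 7.75 ± 0.57 (SD, n = 5) (log2 fold change 1.52, SE 0.16, adjusted p = 3.74e-06). The chains of type I collagen rose as well, Col1a1 by 1.20 (SE 0.18) and Col1a2 by 0.66 (SE 0.12), and Col3a1 of type III collagen by 0.57 (SE 0.09). Elastin, encoded by Eln, rose by 0.48 (SE 0.08), the laminin chain Lamc1 by 0.40 (SE 0.06) and Prg4, lubricin, by 0.78 (SE 0.18). Col18a1, a basement membrane collagen, rose by 0.39 (SE 0.07), a call that was lost without sham replicate 1 (0.38) or 5 (0.38) or L-MI replicate 3 (0.36) or 5 (0.35). Within the L-MI group, replicate 5 had the highest Col1a1, at 10.90, and the next array 9.66. Of all 33 genes in Table 2, 23 were called higher and 3 lower in L-MI, and none in M-MI or S-MI, with 0 in each by limma's adjusted p. In the direct comparisons 21 of the 33 passed against M-MI and 23 against S-MI.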

The highest change was found for periostin (*Postn*), osteopontin (*Spp1*) and thrombospondin 4 (*Thbs4*) (20.8, 52.3, and 19.4 -fold, respectively).

In addition, RT-qPCR was used to quantitate the five transcripts found earlier to be differentially expressed following HF in both heart and blood. The results are shown in Table 3 for L-MI and in Additional file 8 for all examined MI groups. Overexpression of ceruloplasmin (*Cp*) was significant (*P <* 0.05) in both tissues, whereas significant downregulation of tetraspanin 12 (*Tspan12*) was confirmed in PBMCs but not in LV.

## Discussion

The transition from LV injury to heart failure is poorly understood. Only a small percentage of patients develop heart failure immediately after MI, but with time many more eventually progress to heart failure. What triggers this process remains a matter of speculation. Therefore it could be of great clinical relevance to understand the differences between stable compensated LV injury and heart failure at the gene expression level and to identify potential triggers of the decompensation of compensated LV injury.

The rat MI model has been used extensively to study the pathophysiology of cardiovascular disease owing to its good reproducibility and similarity to the course of the human disease [21]. It has previously been shown in this model that large MI results in progressive LV remodelling involving LV dilatation, hypertrophy and systolic failure as well as progressive increase of serum BNP (natriuretic peptide B) concentration, while smaller infarctions result in limited LV injury that is not progressive [16]. Furthermore, measurements of LV wall stress indicate that while in large MI the wall stress progressively increases after the infarction, in smaller infarcts its progression is stopped fairly early after the infarction [22].

In the present study, we analyzed echocardiographic parameters and gene expression changes in rats with a wide range of myocardial infarct size two months after MI induction. Both echocardiographic parameters and expression data of well-known HF biomarkers (*Nppa -* natriuretic peptide A precursor*, Nppb -* natriuretic peptide B precursor*, Edn1 -* endothelin 1 [23,24]) supported the finding that only animals with large MI developed extensive LV remodelling and heart failure, while intermediate or small MI resulted in compensated LV injury. We confirmed a significant up-regulation of *Corin* gene expression in rats with large MI that was shown earlier for the LV myocardium of a rat model of heart failure induced by ligation of the left coronary artery [25]. Interestingly, *Corin* gene expression was decreased in the atrium in HF rats [26]. Recently, levels of circulating plasma corin were found to be diminished in patients with heart failure, but not in patients with acute MI [27,28]. These findings indicate that distinct expression profiles of *Corin* in ventricular and atrial tissues and reduced levels of soluble corin protein in the plasma may be important in the pathogenesis of HF. In addition, we noted in the failing heart a high increase of the expression levels of trombospondin 4 (*Thbs4*), osteopontin (*Ssp1*) and periostin (*Postn*), in support of previously published results indicating that these proteins could have high therapeutic and diagnostic potential in HF [6,29].

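Postn, Thbs4 and Spp1 had the largest rises among the matricellular proteins, which signal between matrix and cells. Postn (transcript cluster 10815369), made by activated fibroblasts, went from 5.81 ± 0.18 (SD, n = 6) to 8.81 ± 0.68 (SD, n = 5) (log2 fold change 3.00, SE 0.23, adjusted p = 1.05e-07). Thbs4, thrombospondin 4, went from 6.19 ± 0.26 (SD, n = 6) to 8.81 ± 0.77 (SD, n = 5) (log2 fold change 2.63, SE 0.24, adjusted p = 4.76e-07), and Spp1, osteopontin, from 6.33 ± 0.28 (SD, n = 6) to 8.36 ± 1.14 (SD, n = 5) (log2 fold change 2.03, SE 0.32, adjusted p = 1.88e-04). Thbs4 was not shifted in M-MI (-0.05, SE 0.23) or S-MI (-0.01, SE 0.23) by more than the spread between replicates. Of 15 measured matricellular genes, 9 rose and 1 fell (9 higher and 1 lower when adjusted over the list alone). The list was written after the paper had been read, and 8 of the 15 are among the study's 73 matrix genes, so it is not independent evidence. The list passed camera (adjusted p = 0.0221 with an estimated correlation).

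**Figure D1:**
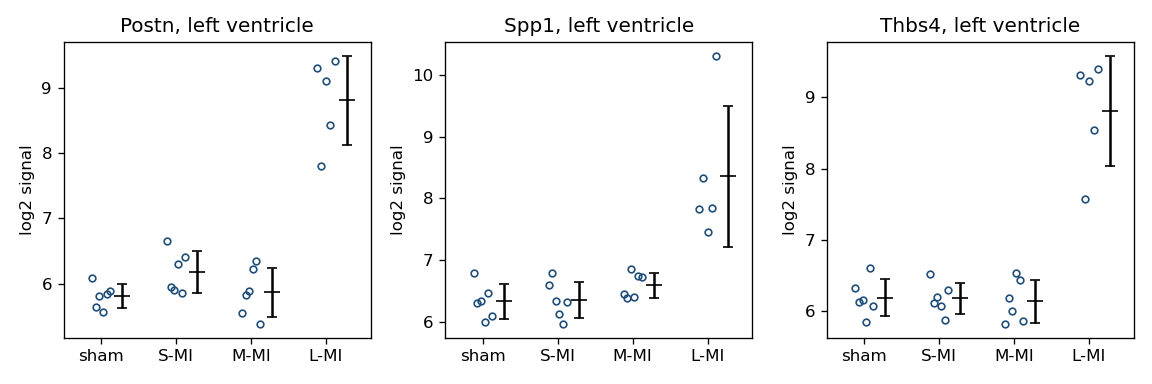
Log2 signal of Postn, Spp1 and Thbs4 on each left ventricular array, by group. Circles are single rats and the bar beside them is the mean with the SD. The 5 L-MI arrays of each gene lie above all sham arrays.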

Analysis of transcriptome profiles revealed markedly altered gene expression in the left ventricular tissues in rats with large MI. In contrast, two months after MI induction rats with moderate or small MI did not differ significantly from the sham operated ones in this regard. 

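Differences between the infarct sizes themselves were tested by comparing L-MI with each smaller infarct. Against M-MI 784 transcript clusters passed limma's adjusted p and the fold threshold, 581 higher and 203 lower in L-MI, and against S-MI 725, 459 higher and 266 lower. Of the 941 calls against sham, 628 also passed against M-MI in the same direction, 574 against S-MI and 488 against both. These comparisons, and those of the gene lists above, share the L-MI arrays with that against sham. Some overlap follows from that alone, and how much was not measured. Loxl1, which cross-links elastic fibres, differed between L-MI and M-MI by 1.26 (adjusted p = 1.92e-05) and between L-MI and S-MI by 1.14 (adjusted p = 7.96e-05). Over the genes that rose in L-MI, the median log2 fold change was 0.03 in M-MI and 0.07 in S-MI, and over those that fell, -0.06 and -0.04, when different sham arrays served as the reference for choosing and for measuring. All 4 medians lay within the inner range of simulated data with no effect of the smaller infarcts. These medians are means over 20 splits of the sham arrays, but each simulation used a single split. That range is therefore too wide for them, and a small shift cannot be excluded. With all sham arrays used for both, the 4 medians also lay inside, the one over the higher genes in S-MI closely (0.096, inner range -0.044 to 0.103). From the comparison of infarct sizes, the paper concludes that a large infarcted area is critical for the progression to heart failure.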

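Genes of the extracellular matrix rose in L-MI over 3 lists written after the paper had been read, which share genes with the study's 73 matrix genes and so are not independent evidence. Of 27 measured genes of elastic fibres, basement membrane and proteoglycans, 19 rose and none fell (19 higher when adjusted over the list alone; 16 of the 27 are among the 73), with a median log2 fold change of 0.59. Of 15 collagens, 7 rose and none fell (7 higher when adjusted over the list alone; 7 of the 15 are among the 73), for example Col14a1 by 0.97 (SE 0.11, adjusted p = 5.64e-06). Of 19 genes of collagen processing and cross-linking, 9 rose and none fell (10 higher when adjusted over the list alone), for example Plod2, a lysyl hydroxylase, by 1.03 (SE 0.11, adjusted p = 3.74e-06). All 3 lists passed camera (adjusted p = 0.0114, 0.0114 and 0.0221 with an estimated correlation). Of 29 genes of TGF-beta and BMP signalling, 7 rose and none fell (9 higher when adjusted over the list alone), for example Inhba by 0.74 (SE 0.11, adjusted p = 1.50e-04). This list passed camera with the preset correlation (adjusted p = 2.33e-06; adjusted p = 0.0648 with an estimated correlation). Of 12 markers of fibroblasts, 6 rose and none fell (adjusted p = 0.0221 with an estimated correlation), and 6 of these 12 markers are also on another list.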

The transcripts altered in the L-MI group were related to diverse GO categories, of which the most striking was upregulation of extracellular matrix genes. It is well established that an imbalance between ECM components and disturbances in collagen metabolism are crucial in the progression of heart failure [30,31]. Therefore, detailed understanding of the alterations of key matrix proteins is essential in deciphering the mechanisms of LV remodelling after MI.

Matrix metalloproteinases (MMPs), also known as matrixins, are proteinases crucial in both normal tissue remodelling (development, wound healing) and in pathological conditions (arthritis, scar formation after MI, LV remodelling). There is ample evidence that MMPs modulate myocardial remodelling underlying heart failure progression [32,33]. From our results *Mmp2*, *Mmp14*, *Mmp16* and *Mmp23* appeared to be constitutively expressed in the heart and overexpresed in volume overload conditions, whereas *Mmp9* and *Mmp13* transcripts were abundant only in the failing heart. 

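Mmp2, a gelatinase (transcript cluster 10809540), was well above the array medians in sham, at 10.24 ± 0.10 (SD, n = 6), and rose to 10.71 ± 0.16 (SD, n = 5) in L-MI (log2 fold change 0.48, SE 0.07, adjusted p = 5.80e-05). Mmp14, a membrane-type metalloproteinase, rose by 0.42 (SE 0.11, adjusted p = 0.0135), a call lost without sham replicate 2 (0.37) or L-MI replicate 5 (0.34). Mmp23 had a log2 fold change of 0.38 (SE 0.08, adjusted p = 0.00193), just under the fold threshold, and Mmp16 0.35 (SE 0.13, adjusted p = 0.0943). The collagenase Mmp13 was at 3.71 ± 0.14 (SD, n = 6) in sham and 4.64 ± 1.37 (SD, n = 5) in L-MI, and Mmp9, a gelatinase of leukocytes, at 5.87 ± 0.10 (SD, n = 6) and 6.65 ± 1.21 (SD, n = 5). In sham the signal of Mmp13 lay below the mean of transcript clusters taken as unexpressed, so its fold over sham is not exact. Neither of these passed limma's test (adjusted p = 0.113 and 0.141). L-MI replicate 5 held 7.03 for Mmp13 and 8.75 for Mmp9, against at most 4.38 and 6.40 in the other L-MI arrays, and without it their log2 fold changes went from 0.93 to 0.34 and from 0.78 to 0.25. Without L-MI replicate 3, Mmp9 (1.01) and Mmp16 (0.42) were called, and without L-MI replicate 5 the value of Mmp16 was 0.20. Mmp23 was called without sham replicate 1 (0.38), 2 (0.40), 3 (0.38) or 4 (0.39) or L-MI replicate 2 (0.40), 3 (0.40) or 4 (0.40).

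**Figure D2:**
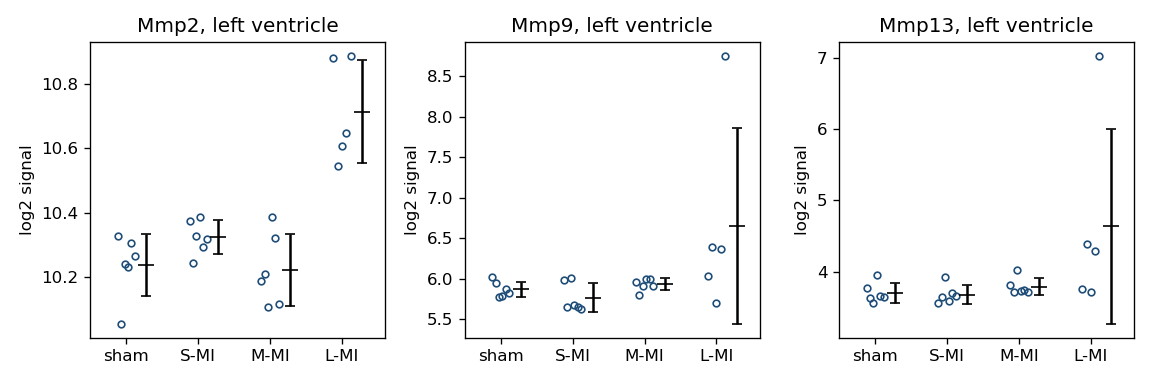
Log2 signal of Mmp2, Mmp9 and Mmp13 on each left ventricular array, by group. Circles are single rats and the bar beside them is the mean with the SD. One L-MI array lies far above the others for Mmp9 (8.75) and Mmp13 (7.03).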

To the best of our knowledge, this is the first report of an elevated expression of *Mmp16* ("membrane type", synonym MT3-MMP) connected with heart failure. The interstitial tissue homeostasis is determined by an interplay between MMPs and their tissue post-translational inhibitors (TIMP). TIMPs not only bind the active MMP domain, but can also interact with the pro-MMP domain which can facilitate MMP activity [33]. MMP/TIMP profiles can be informative in the context of HF. 

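Timp1 (transcript cluster 10936482), an inhibitor of metalloproteinases, rose in L-MI to 10.32 ± 0.22 (SD, n = 5) (log2 fold change 1.23, SE 0.14, adjusted p = 6.54e-06), and Timp2 rose from 10.61 ± 0.13 (SD, n = 6) to 11.17 ± 0.18 (SD, n = 5) (log2 fold change 0.56, SE 0.07, adjusted p = 2.95e-05). Timp3 had a log2 fold change of 0.21 (SE 0.06, adjusted p = 0.0185), under the fold threshold. Timp4, the inhibitor most typical of heart muscle, fell with -0.51 (SE 0.15, adjusted p = 0.0341). Of 27 measured metalloproteinases and inhibitors, 4 rose and 1 fell (6 higher and 1 lower when adjusted over the list alone). The list passed camera with a median log2 fold change of 0.23 (adjusted p = 0.0312 with an estimated correlation). The call of Timp4 was lost without sham replicate 1 (-0.50), 2 (-0.50), 4 (-0.50) or 5 (-0.45) or L-MI replicate 1 (-0.46), 3 (-0.42), 4 (-0.49) or 5 (-0.52).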

Our study showed significant overexpression of *Timp1*, -*2* and -*3,* similar to the end-stage human heart failure [31]. An upregulation of *Timp1* was also found in studies on the transition from hypertrophy to HF in rats [34], and an increased serum level of TIMP1 protein was related with HF progression [35] and mortality risk [36].

Peripheral blood mononuclear cells (PBMCs) are more easily accessible than a tissue biopsy. Numerous studies have shown that circulating blood cells are involved in the pathogenesis of many diseases and may serve as biomarkers of pathological changes occurring in other tissues [17,37]. PBMCs also contribute to LV remodelling by expressing key proteins, such as matrix metalloproteinase 9 [15]. 

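In PBMCs the metalloproteinase Mmp9 was at 7.67 ± 0.15 (SD, n = 6) in sham and 7.86 ± 0.30 (SD, n = 5) in L-MI, a log2 fold change of 0.18. Timp1 had -0.01 (SE 0.14, exact permutation p = 0.948) and Timp3 0.34 (SE 0.24, exact permutation p = 0.271), which was 0.19 without sham replicate 4 or without L-MI replicate 1. Of 27 measured metalloproteinases and inhibitors, 0 were called at an unadjusted p of at most 0.05 from limma with a fold of at least 1.2, and 0 when adjusted over the list alone. The list did not pass camera (adjusted p = 0.538). Of 15 collagens 0 were called, and of 19 genes of collagen processing 0. The call of Mmp9 was made without L-MI replicate 2 (0.30). In another group of genes, B cell markers, 3 of 14 were called lower and none higher (0 when adjusted over the list alone), for example Niban3 with -0.33 (SE 0.12, exact permutation p = 0.0368). This list passed camera as lower (adjusted p = 5.77e-10; adjusted p = 0.618 with an estimated correlation). Without L-MI replicate 4 the call of Niban3 was lost (-0.25).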

In the present study we did not observe significant changes in the expression of MMPs or TIMPs in PBMCs (data not shown), but found other gene alterations of interest.

Our analysis indicated five HF-affected genes in the both examined tissues, but only one - ceruloplasmin (*Cp*) - showed statistically significant changes in expression (Table 3). 

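Whether L-MI changed a gene differently in the 2 tissues was tested as the difference between the L-MI effect in LV and that in PBMCs. For Cp the effect was larger in LV by 0.92 on the log2 scale (adjusted p = 5.44e-04 from limma). For the other genes called in both tissues in the same direction the difference did not pass, with 0.74 for Ptgs2 (adjusted p = 0.162; called without LV L-MI replicate 2, at 0.88), 0.12 for Clr7 (adjusted p = 0.866), 1.16 for Tspan12 (adjusted p = 0.223), -0.03 for Klra7 (adjusted p = 0.975) and 0.16 for C1s (adjusted p = 0.632). Timp1 is an example of a gene whose L-MI effect was larger in LV, by 1.25 (adjusted p = 5.44e-04). Across all genes 745 transcript clusters passed this test, 406 with the higher L-MI effect in LV and 339 with the higher effect in PBMCs. With each array centred on its median the direction with more of them flipped, to 325 and 437.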

Ceruloplasmin is a plasma metalloprotein synthesized in hepatocytes and in activated monocytes/macrophages and secreted into the serum, with a copper ion incorporated during biosynthesis. It acts as an antioxidant through its ferroxidase activity and also regulates nitric oxide homeostasis in the blood plasma by converting NO to NO_2_, thus an elevated level of CP may lead to decreased NO bioavailability and endovascular dysfunction [38]. Ceruloplasmin level increases in various acute inflammatory conditions, including acute graft-versus-host-disease (aGvHD) after allogeneic hematopoietic stem cell transplantation [39]*,* cancer [40], and cardiovascular disease [41]*.* Recent studies indicate serum CP as an independent cardiac risk factor [42] and show its association with heart failure [43,44]. 

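Cp, which encodes the copper-carrying ferroxidase ceruloplasmin (transcript cluster 10814430), rose in LV from 7.33 ± 0.06 (SD, n = 6) to 8.51 ± 0.23 (SD, n = 5) in L-MI (log2 fold change 1.19, SE 0.10, adjusted p = 1.96e-07). In M-MI and S-MI it stood at 7.37 ± 0.11 (SD, n = 6) and 7.43 ± 0.23 (SD, n = 6). In PBMCs it went from 5.94 ± 0.13 (SD, n = 6) to 6.21 ± 0.23 (SD, n = 5). There its log2 fold change was 0.27 (SE 0.10, exact permutation p = 0.0281), and 3 of the 5 L-MI arrays lay above all sham arrays. In LV all 5 did. Of 19 measured genes of the acute phase and iron handling, 4 rose in LV and none fell (6 higher when adjusted over the list alone), and the list passed camera (adjusted p = 0.0116 with an estimated correlation). The call in PBMCs was lost without sham replicate 1 (0.24), 2 (0.26) or 5 (0.23) or L-MI replicate 5 (0.17). The call in LV held without any 1 array.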

Our results strongly support those findings, since large infarction in rats raised the level of *Cp* mRNA in the heart and PBMCs. We showed that both PBMCs and failing myocardium could be a major source of ceruloplasmin that is subsequently found in the serum of patients with heart failure. Accordingly, we propose that CP is important in the progression of heart failure due to its property of an acute phase protein, antioxidant function and regulation of nitric oxide homeostasis.

Another interesting gene responding to HF was tetraspanin 12 (*Tspan12*). In contrast to *Cp*, it was downregulated substantially in the PBMCs but showed no response in the heart tissue. 

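On the arrays Tspan12, a membrane protein that organizes signalling complexes (transcript cluster 10861213), fell in PBMCs from 10.82 ± 0.96 (SD, n = 6) to 9.18 ± 0.56 (SD, n = 5). There its log2 fold change was -1.64 (SE 0.41, exact permutation p = 0.0152). The spread between rats was wide, and 2 of the 5 L-MI arrays lay below all sham arrays. In LV it fell from 11.66 ± 0.14 (SD, n = 6) to 11.18 ± 0.05 (SD, n = 5) (log2 fold change -0.48, SE 0.09, adjusted p = 5.86e-04), and all 5 L-MI arrays lay below all sham arrays. It stood at -0.11 in M-MI (SE 0.08) and -0.12 in S-MI (SE 0.08). Both calls held when each array was left out in turn, and the call in PBMCs does not pass an adjustment over all genes (adjusted p = 1 from limma). The paper proposes that altered Tspan12 expression in PBMCs may influence processes in the failing heart.

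**Figure D3:**
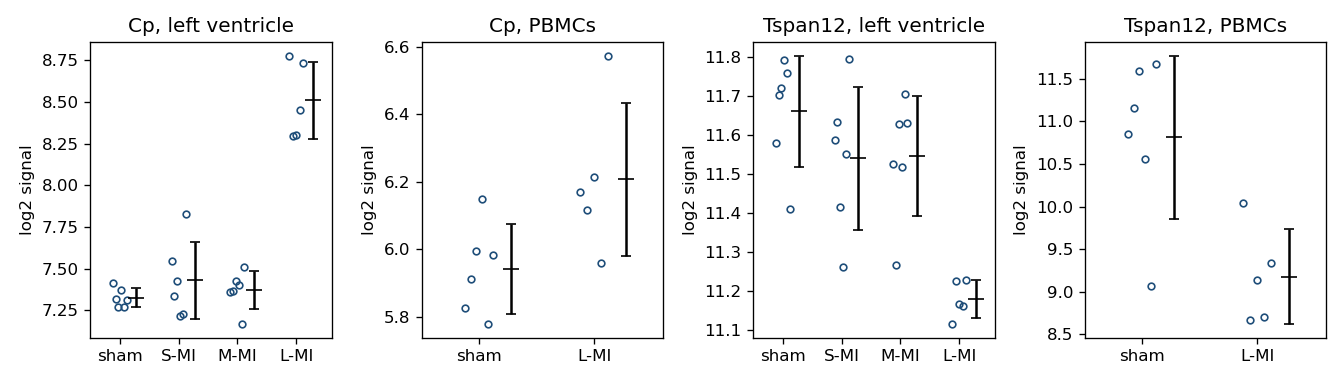
Log2 signal of Cp and Tspan12 on each array of left ventricle and PBMCs, by group. Circles are single rats and the bar beside them is the mean with the SD. In LV the 5 L-MI arrays lie outside the range of the sham arrays for both genes.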

Members of the tetraspanin superfamily regulate key cellular processes such as adhesion, migration, and fusion. Tetraspanins play particularly important roles in cancer, by modulating tumor cell growth. Tetraspanins are expressed in vascular and haematopoietic cells and are involved in both physiological and pathological processes related to angiogenesis, vascular injury, thrombosis, and haemostasis. Previous studies suggest that tetraspanins directly regulate the development and functioning of the vascular system and the pathogenesis of vascular diseases [45]. In addition, mutations in the *Tspan12* gene are associated with familial exudative vitreoretinopathy, a human disease caused by failure of peripheral retinal vascularization. Our results for the first time linked directly *Tspan12* downregulation with heart failure development. To better understand the biological relevance of this finding we performed an Ingenuity Pathway Analysis of the molecular interaction networks for the genes differentially expressed in PBMCs. The major functional network with the highest score (IPA score = 47) and with 20 up- or downregulated genes, including *Tspan 12*, was associated with Cardiovascular System Development and Function, Cellular Function and Maintenance, Cellular Growth and Proliferation (Figure 5). This network analysis indicates that altered expression of tetraspanin 12 and other identified molecules may result in a dysfunction of the cardiovascular system by disturbance of their direct and indirect functional interactions. Moreover, tetraspanin 12 was found recently to regulate the activity of membrane metalloproteinases, MT1-MMP/MMP14 [46] and ADAM10 (disintegrin and metalloproteinase domain-containing protein 10) [47]. Affected functions of MT1-MMP/MMP14 influence fibronectin proteolysis and extracellular matrix degradation. ADAM10 is responsible for the proteolytic release of the ectodomains of numerous protein substrates, including specific ligands of EGFR (epidermal growth factor receptor) regulating the subsequent EGFR-dependent signal transduction pathways involved in cardiac hypertrophy [48]. Interestingly, ADAM10 mediates also cleavage of corin that may be important in regulating corin activity and hence ANP processing [49].

**Figure 5:**
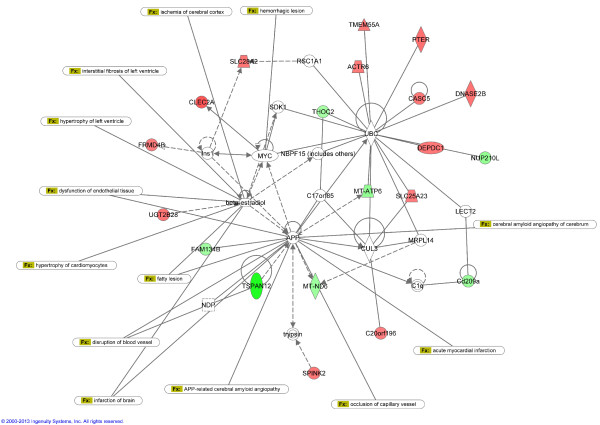
**Highest scoring interaction network generated by Ingenuity Pathway Analysis for genes differentially expressed in PBMCs.** The top network classified as “Cardiovascular System Development and Function, Cellular Function and Maintenance, Cellular Growth and Proliferation” is overlaid for cardiovascular diseases. Genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as a line. Continuous lines indicate direct interactions, while dashed lines indicate indirect relationships. Upregulated and downregulated genes are shown in red and green shading respectively, with colour intensity related to the fold change in expression. White symbols indicate molecules absent in the analysed dataset but related with the dataset genes.

On the other hand, it is well known that heart remodeling after myocardial infarction, especially after a large one, is accompanied by extensive neurohumoral activation. An increased plasma norepinephrine concentration due to a marked increase in the sympathetic nerve activity is a common finding in experimental heart failure models as well as in humans. Moreover, the increased wall stress after myocardial infarction and increased plasma norepinephrine level result in the activation of the renin-angiotensin-aldosteron system (RAAS) followed by an increase of the renin and angiotensin II plasma levels. Additionally, increased levels of vasopressin and endothelin have been found in heart failure. [50]. It is possible that these neurohormones circulating in the plasma could influence the expression of diverse genes in PMBCs through activation of the receptors present on the surface of these cells. Besides, PBMCs are mononuclear cells recruited into the infarcted myocardium [15] and the invading monocytes differentiate into macrophages also during tissue repair after myocardial infarction [51]. We therefore hypothesize that the altered expression of *Tspan12* in PBMCs may influence the pathological processes occurring in the failing heart, especially that tetraspanins are present not only on the plasma membrane but also in exosomes, which are often released by cells as messenger vehicles for intercellular communication [52].

## Conclusions

We showed that a large size of infarcted area is critical for progression of LV remodelling and HF development, associated with altered gene expression in the heart. In contrast, compensated LV injury does not lead to significant changes of the transcriptome as evaluated two months after the injury. 

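Gene lists were also compared with all other genes in the smaller infarcts, and shifts of small size passed camera with its preset correlation. In S-MI the macrophage markers had a median log2 fold change of 0.17, with 18 of 19 positive and none called (adjusted p = 4.95e-08; adjusted p = 0.813 with an estimated correlation). In M-MI the same markers had a median of 0.11, with 17 positive and none called (adjusted p = 0.00625; adjusted p = 0.695 with an estimated correlation). Genes of the citrate cycle and oxidative phosphorylation had a median of -0.04 in S-MI (adjusted p = 4.95e-08; adjusted p = 0.813 with an estimated correlation). In all, 11 lists passed in M-MI and 8 in S-MI with the preset correlation. Leaving out 1 array gave 6 (without M-MI replicate 6) to 16 (without M-MI replicate 1) in M-MI, and 4 (without S-MI replicate 3 or 6) to 12 (without S-MI replicate 2) in S-MI. With an estimated correlation 0 passed in either group, and fry, a test of whether a list's genes move one way on balance, also gave 0.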

Transcriptional profiling of failing myocardium and peripheral blood mononuclear cells simultaneously is a useful approach for robust markers of heart failure. We identified genes (*Cp*, *Tspan12*) whose expression is altered in the readily obtainable blood cells in response to progressive heart failure. To our knowledge, this is the first report on a possible association of *Tspan12* expression with HF development.

## Competing interests

The authors declare that they have no competing interests.

## Author’ contributions

MG, BB, UM and MM conceived and designed the experiments. UM, MM carried out the animal work and co-wrote the paper. MG and BB performed the microarray experiments. DT and AM performed the RT-qPCR experiments. DT analyzed the data and wrote the paper. MG, BB critically reviewed the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/6/49/prepub

## Supplementary Material

Additional file 1 Primer sequences and parameters used to validate the microarray analysis by RT-qPCR. Click here for file

Additional file 2 Transcripts differentially expressed in LVs between rats with large-sized infarction and sham-operated ones. Click here for file

Additional file 3 AmiGO Term Enrichment analysis of differentially expressed transcripts in LVs between rats with large-size of infarction and sham-operated ones. Click here for file

Additional file 4 Differentially expressed genes related to GO:0031012: extracellular matrix. Click here for file

Additional file 5 Transcripts differentially expressed in PBMCs between rats with large-size of infarction and sham-operated ones. Click here for file

Additional file 6 Chart report from DAVID analysis to determine GO term enrichment of BP (biological process), MF (molecular function) and CC (cellular component) and their associated genes differentially expressed in PBMCs between L-MI and sham operated group. Click here for file

Additional file 7 Genes that were altered similarly in LVs and PBMCs - microarray results. Click here for file

Additional file 8 Comparison of results from RT-qPCR of genes that were altered similarly in LVs and PBMCs. Click here for file

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 1 — Primer sequences and parameters used to validate the microarray analysis by RT-qPCR.

**Additional file 1. Primer sequences and reaction parameters used to validate the microarray analysis by RT-qPCR**

| **Gene symbol** | **Gene name** | **GenBank ID**  **for mRNA record** | **Sequence of primer** | **Amplicon size (bp)** | **Target exons** | **Efficiency** | **Tm (˚C)** | **Extension time** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Gapdh* | glyceraldehyde-3-phosphate dehydrogenase | NM_017008.4 | F:TTGTCAGCAATGCATCCTGC  R:CGGCATGTCAGATCCACAAC | 281 | 5-6 | 1.89 | 60 | 12‘‘ |
| *Hprt1* | hypoxanthine phosphoribosyltransferase 1 | NM_012583.2 | F: CTGACCTGCTGGATTACA  R: CCGTTGACTGGTCATTAC | 108 | 3-4 | 2.01 | 56 | 7‘‘ |
| *Nppa* | natriuretic peptide A precursor | NM_012612.2 | F:AGAGCGGACTAGGCTGCAAC  R:GGCAATGCGACCAAGCTGTG | 116 | 2-3 | 2.06 | 56 | 7‘‘ |
| *Nppb* | natriuretic peptide B precursor | NM_031545.1 | F:CAGAAGCTGCTGGAGCTGAT  R:AGGCGCTGTCTTGAGACCTA | 121 | 2 | 2.02 | 56 | 7‘‘ |
| *Hcn4* | hyperpolarization activated cyclic nucleotide-gated potassium channel 4 | NM_021658.1 | F:AGGAGGTTGCAGTCCTTGAT  R:ATCCAGGAGGTGCAGAGAAT | 133 | 8 | 1.90 | 55 | 7‘‘ |
| *Corin* | corin, serine peptidase | NM_182473.1 | F:AAGTTCGAGTGCCTGGTGTT  R:TGATGTTCACGCAGGTGCTT | 153 | 3-4 | 2.06 | 56 | 8‘‘ |
| *End1* | endothelin 1 | NM_012548.2 | F:AGAAGGTTGGAGGCCATCAG  R:AGCATGGAGAGCGCAGAGTT | 186 | 4-5 | 2.10 | 56 | 9‘‘ |
| *Pparg* | peroxisome proliferator-activated receptor gamma | NM_001145367.1 | F:CTGCTCCACACTATGAAGAC  R:TGTGGCCTGTTGTAGAGTTG | 160 | 4-5 | 2.01 | 51 | 9‘‘ |
| *Col1a1* | collagen, type I, alpha 1 | NM_053304.1 | F:CCTCTGTGCCTCAGAAGAAC  R:CGGAACCTTCGCTTCCATAC | 117 | 49-50 | 1.93 | 53 | 8‘‘ |
| *Col1a2* | collagen, type I, alpha 2 | NM_053356.1 | F:CCAGGCCAACAAGCATGTCT  R:TTGGCTAGCAGGCGCATGA | 126 | 50-51 | 1.90 | 53 | 8‘‘ |
| *Col3a1* | collagen, type III, alpha 1 | NM_032085.1 | F:ACAGATGCTGGTGCTGAGAA  R:GAAGGCCAGCTGTACATCA | 120 | 49-50 | 1.95 | 53 | 8‘‘ |
| *Col8a1* | collagen, type VIII, alpha 1 | NM_001107100.1 | F:ATGGAGTGAAGCCTCCACAT  R:TACAGTCAGCTCGGCAGTAA | 92 | 4 | 1.95 | 53 | 7‘‘ |
| *Col12a1* | collagen, type XII, alpha 1 | XM_243912.6 | F:GACCATGCAGAAGGCAATCC  R:TCTGGCTGCAGGTTCCTAAG | 122 | 32-33 | 1.89 | 53 | 8‘‘ |
| *Col14a1* | collagen, type XIV, alpha 1 | NM_001130548.1 | F:TTGCCTCTGGTTGGAGAGTT  R:ACCGGAATCCACATCAGCTT | 146 | 15-16 | 1.99 | 53 | 7‘‘ |
| *Col18a1* | collagen, type XVIII, alpha 1 | NM_053489.2 | F:GCGAGCAGATGACATCTTGG  R:GGCCGGTGTTCATGAGAACT | 117 | 43-44 | 1.84 | 50 | 7‘‘ |
| *Fn1* | fibronectin 1 | NM_019143.2 | F:GACGCCATTCCAGGAGAGTT  R:AGTCAGAGTCGCACTGGTAG | 112 | 40-41 | 1.90 | 53 | 8‘‘ |
| *Lamc1* | laminin, gamma 1 | NM_053966.2 | F:TAACACGGCTGGCTTCTACT  R:CTGCTGCTGTACTGTACCAT | 124 | 14-15 | 2.00 | 53 | 7‘‘ |
| *Eln* | elastin | NM_012722.1 | F:CAAGGCAGGCCAGTATGGTT  R:GTGCCAGGACCAGTTCCAAT | 123 | 24-25 | 2.04 | 52 | 9‘‘ |
| *Vtn* | vitronectin | NM_019156.2 | F:CAGAGCTGCTGTGTTGACTA  R:CCAGTGCTGGTACTGTTCTT | 131 | 2-3 | 2.00 | 52 | 9‘‘ |
| *Tgfβ1* | transforming growth factor, beta 1 | NM_021578.2 | F:GGCACCATCCATGACATGAA  R:TCTGTGGAGCTGAAGCAGTA | 128 | 5-6 | 1.96 | 53 | 8‘‘ |
| *Tgfβ2* | transforming growth factor, beta 2 | NM_031131.1 | F:CCAAGGCCAGAGTGGCTGAA  R:GCGTCTGTCACGTCGAAGGA | 148 | 3-4 | 1.92 | 53 | 8‘‘ |
| *Timp1* | TIMP metallopeptidase inhibitor 1 | NM_053819.1 | F:CATCGAGACCACCTTATACC  R:TATCCACAGAGGCTCTCCAT | 129 | 3-4 | 2.03 | 52 | 8‘‘ |
| *Timp2* | TIMP metallopeptidase inhibitor 2 | NM_021989.2 | F:AAGGACCTGACAAGGACATC  R:TGCATCTTGCCATCTCCTTC | 130 | 3-4 | 1.90 | 52 | 8‘‘ |
| *Timp3* | TIMP metallopeptidase inhibitor 3 | NM_012886.2 | F:GGCACTCTGGTCTACACTAT  R:CTGTCAGCAGGTACTGGTAT | 145 | 2-3 | 1.90 | 52 | 8‘‘ |
| *Timp4* | TIMP metallopeptidase inhibitor 4 | NM_001109393.1 | F:GGCCAGATTCTCAGTGATGGA  R:CGGCACTGCATAGCAAGTGGT | 150 | 4-5 | 1.88 | 52 | 8‘‘ |
| *Mmp2* | matrix metallopeptidase 2 | NM_031054.2 | F:CCAAGAACTTCCGACTATCC  R:CCAGTACCAGTGTCAGTATC | 91 | 9-10 | 1.92 | 49 | 7‘‘ |
| *Mmp9* | matrix metallopeptidase 9 | NM_031055.1 | F:CCAGGAGTCTGGATAAGTTG  R:GATCCACCTTCTGAGACTTC | 138 | 11-12 | 2.00** | 50 | 8‘‘ |
| *Mmp13* | matrix metallopeptidase 13 | NM_133530.1 | F:CTCTATGGTCCAGGAGATGA  R:CAGACGCCAGAAGAATCTGT | 141 | 5-7 | 2.00** | 49 | 8‘‘ |
| *Mmp14* | matrix metallopeptidase 14 | NM_031056.1 | F:ACCGCTTCAATGAGGAGTTC  R:TGGCTCTACCTTCAGCTTCT | 179 | 9-10 | 2.00 | 60 | 10‘‘ |
| *Mmp16* | matrix metallopeptidase 16 | NM_080776.1 | F:CTCCACCTACAAGACCTCTAC  R:GCTCCTGGATAGGAAGGTCTG | 124 | 14 | 2.00 | 54 | 7‘‘ |
| *Mmp23* | matrix metallopeptidase 23 | NM_053606.2 | F:ACAGAGACCGCCTGGAATGC  R:TCAGCGTGTAGCGGCGTCTT | 121 | 1-2 | 2.00 | 54 | 7‘‘ |
| *Spp1* | osteopontin, secreted phosphoprotein 1 | NM_012881.2 | F:GAGGTGATAGCTTGGCTTAC  R:TTGATAGCCTCATCGGACTC | 133 | 5-6 | 2.03 | 53 | 8‘‘ |
| *Postn* | periostin, osteoblast specific factor | NM_001108550.1 | F:GGCGTCATTCACGTTGTGGA  R:GTGCTGCCACGAACGAACTT | 125 | 14-16 | 2.00 | 50 | 7‘‘ |
| *Thbs4* | thrombospondin 4 | NM_017133.1 | F:GCGATGAATGCGATGACGATG  R:TGACCTTGTCCTGGTCGAAGT | 159 | 16-17 | 1.99 | 56 | 8‘‘ |
| *Prg4* | proteoglycan 4 | NM_001105962.2 | F: AGAGACGCCACCTGCAACTG  R: TCGTGCGAAGGACTCGAAGC | 123 | 3-4 | 2.09 | 52 | 8‘‘ |
| Clr7 | C-type lectin-related protein 7 | EU128749.1 | F: TTCTGCAAGGCACAAGAGTC  R: GTGCAAGCCAATCCAGTAGT | 105 | 4-5 | 1.90 | 50 | 10’’ |
| Cp | ceruloplasmin | NM_012532 | F: AACGCCTGGAACCTGGTTAC  R: CAGCCAGACTTAGTCTCTTG | 105 | 18-19 | 1.99 | 50 | 10’’ |
| Klra7 | killer cell lectin-like receptor, subfamily A, member 7 | XM_578407.4 | F: AGTCTTCAGGGCGGCAGAAC  R: AACAGCTACCAGCCGAAGGG | 140 | 3-4 | 1.88 | 52 | 10’’ |
| Ptgs2 | prostaglandin-endoperoxide synthase 2 | NM_017232 | F: TCCTCCTTGAACACGGACTT  R: ACTGCTTGTACAGCGATTGG | 103 | 8-9 | 1.76 | 50 | 10’’ |
| Tspan12 | tetraspanin 12 | NM_001015026 | F: GACAAGGGTAGAAGAGGCGG  R: ATTCCTTTTCACGGTCCCAC | 124 | 3-4 | 2.1 | 55 | 9’’ |

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 2 — Transcripts differentially expressed in LVs between rats with large-sized infarction and sham-operated ones.

**Additional file 2: Transcripts differentially expressed in LVs between rats with large-size of infarction and sham-operated ones. 

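The table gives, for each transcript cluster that the authors called in LV of L-MI rats, its identifier, gene, adjusted p and fold change against sham. Of its 840 entries, 809 were also called here, for example Spp1 and Thbs4. Of the 814 entries with gene annotation, 785 were called here with the same sign. Over these 814 entries the log2 fold changes differed from those here by 0.00784 in the median and by at most 0.13. Another 15 entries are expressed sequence tags, all called here with the same sign. Of the 11 entries without assignment, 4 were called here with the same sign and 6 have the opposite sign here, so not all of them go with their identifiers.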

P-value have been adjusted using False Discovery Rate (FDR) of 5%**

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 3 — AmiGO Term Enrichment analysis of differentially expressed transcripts in LVs between rats with large-size of infarction and sham-operated ones.

**Additional file 3: AmiGO Term Enrichment analysis of differentially expressed transcripts in LVs between rats with large-size of infarction and sham-operated ones**

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 4 — Differentially expressed genes related to GO:0031012: extracellular matrix.

**Additional 4.** Differentially expressed genes related to GO:0031012: extracellular matrix

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 5 — Transcripts differentially expressed in PBMCs between rats with large-size of infarction and sham-operated ones.

**Additional file 5: Transcripts differentially expressed in PBMCs between rats with large-size of infarction and sham-operated ones. 

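This table lists the transcript clusters that the authors called in PBMCs, with their p values and fold changes between L-MI and sham. Klrc1 and Clr7 are among its entries called here. Of the 71 entries with gene annotation, 62 were called here with the same sign, and none had the opposite sign. The log2 fold changes of these 71 differed from those here by 0.0244 in the median and by at most 0.12. Of the 37 expressed sequence tags 32 were called here, but 16 have the opposite sign here, as do 2 of the 8 entries without assignment, 7 of which were called, so not all of those entries go with their identifiers.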

P-value have been adjusted using False Discovery Rate (FDR) of 5%**

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 6 — Chart report from DAVID analysis to determine GO term enrichment of BP (biological process), MF (molecular function) and CC (cellular component) and their associated genes differentially expressed in PBMCs between L-MI and sham operated group.

**Additional file 6**: Chart report from DAVID analysis to determine GO term enrichment of BP (biological process), MF (molecular function) and CC (cellular component) and their associated genes differentially expressed in PBMCs between L-MI and sham operated group

| Category | Term | Count | % | p-value | FDR | Gene Name | Gene Symbol |
| --- | --- | --- | --- | --- | --- | --- | --- |
| GOTERM_MF_ALL | GO:0005529~sugar binding | 6 | 8,82 | 5e-4 | 0,64 | [CD209a molecule, CD209d antigen, killer cell lectin-like receptor family I member 2, killer cell lectin-like receptor subfamily C, member 2; killer cell lectin-like receptor subfamily C, member 3, olfactory receptor 1627, similar to osteoclast inhibitory lectin](http://david.abcc.ncifcrf.gov/geneReportFull.jsp?rowids=412729) | Cd209a,  Clec4m,  Klri2, Klrc2, Klrc3,  Olr1627, Klra7 |
| GOTERM_MF_ALL | GO:0030246~carbohydrate binding | 6 | 8,82 | 3e-3 | 4,59 | [CD209a molecule, CD209d antigen, killer cell lectin-like receptor family I member 2, killer cell lectin-like receptor subfamily C, member 2; killer cell lectin-like receptor subfamily C, member 3, olfactory receptor 1627, similar to osteoclast inhibitory lectin](http://david.abcc.ncifcrf.gov/geneReportFull.jsp?rowids=412729) | Cd209a,  Clec4m,  Klri2, Klrc2, Klrc3,  Olr1627, Klra7 |
| GOTERM_BP_ALL | GO:0007568~aging | 4 | 5,88 | 0,01 | 8,74 | Jun D proto-oncogene, Jun oncogene, ceruloplasmin, telomerase RNA component | Jund, Jun, Cp, Terc |
| GOTERM_BP_ALL | GO:0014070~response to organic cyclic substance | 4 | 5,88 | 0,02 | 20,70 | CD83 molecule, Jun D proto-oncogene, Jun oncogene, prostaglandin-endoperoxide synthase 2 | CD38, Jund, Jun, Ptgs2 |
| GOTERM_BP_ALL | GO:0009617~response to bacterium | 4 | 5,88 | 0,02 | 20,94 | CD83 molecule, Jun D proto-oncogene, Jun oncogene, prostaglandin-endoperoxide synthase 3 | CD38, Jund, Jun, Ptgs2 |
| GOTERM_BP_ALL | GO:0051707~response to other organism | 4 | 5,88 | 0,03 | 32,62 | Jun D proto-oncogene, Jun oncogene, poly (ADP-ribose) glycohydrolase, prostaglandin-endoperoxide synthase 2 | Jund, Jun, Parg, Ptgs2 |
| GOTERM_BP_ALL | GO:0032496~response to lipopolysaccharide | 3 | 4,41 | 0,04 | 40,44 | Jun D proto-oncogene, Jun oncogene, prostaglandin-endoperoxide synthase 3 | Jund, Jun, Ptgs2 |
| GOTERM_BP_ALL | GO:0002237~response to molecule of bacterial origin | 3 | 4,41 | 0,04 | 45,78 | Jun D proto-oncogene, Jun oncogene, prostaglandin-endoperoxide synthase 4 | Jund, Jun, Pts2 |
| GOTERM_CC_ALL | GO:0016020~membrane | 25 | 36,76 | 0,04 | 39,22 | ATP synthase protein 8; B and T lymphocyte associated; CD83 molecule, ELOVL family member 6; elongation of long chain fatty acids (yeast); ND6; UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 5; ceruloplasmin; chemokine receptor CXCR6; cytochrome P450, family 2, subfamily c, polypeptide 12; family with sequence similarity 134, member B; zinc finger protein 622; killer cell lectin-like receptor family I member 2; killer cell lectin-like receptor subfamily C, member 2; killer cell lectin-like receptor subfamily C, member 3; lectin, galactoside-binding, soluble, 3 binding protein; olfactory receptor 1627; olfactory receptor 1654; olfactory receptor 630; olfactory receptor 711; phosphatidylinositol-4-phosphate 5-kinase, type I, beta; prostaglandin-endoperoxide synthase 2; similar to RIKEN cDNA 1110003E01; similar to osteoclast inhibitory lectin; similar to solute carrier family 28, member 2; solute carrier family 28 (sodium-coupled nucleoside transporter), member 2; solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 23; tetraspanin 12; transmembrane protein 55A | ATP6, Btla, CD83, Elovl6, ND6, B3gnt5, Cp, Cxcr6, Cyp2c12, Fam134b, Klri2, Klrc2, Klrc3, Lgals3b, Olr1654, Olr154, Olr630, Olr1711, Pip5k1b, Ptgs2, RGD1311122, Klra7, Slc28a2, Slc25a2, Tspan12, Tmem55a |
| GOTERM_BP_ALL | GO:0009607~response to biotic stimulus | 4 | 5,88 | 0,04 | 48,59 | Jun D proto-oncogene, Jun oncogene, poly (ADP-ribose) glycohydrolase, prostaglandin-endoperoxide synthase 2 | Jund, Jun, Parg, Ptgs2 |
| GOTERM_MF_ALL | GO:0005537~mannose binding | 2 | 2,94 | 0,05 | 45,55 | CD209a molecule, CD209d antigen | Cd209a,  Clec4m |

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 7 — Genes that were altered similarly in LVs and PBMCs - microarray results.

**Additional file 7:** Genes that were altered similarly in LVs and PBMCs – microarray results

| Transcript Cluster  ID | gene_assignment | Gene Symbol | p-value  (L-MI vs Sham in PBMCs) | Fold-Change  (L-MI vs Sham in PBMCs) | p-value  (L-MI vs Sham i LVs) | Fold-Change  (L-MI vs Sham in LVs) | p-value  (M-MI vs Sham in LVs) | Fold-Change  (M-MI vs Sham in LVs) | p-value  (S-MI vs Sham in LVs) | Fold-Change  (S-MI vs Sham in LVs) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 10764551 | NM_017232 // Ptgs2 // prostaglandin-endoperoxide synthase 2 | Ptgs2 | 0.036689 | 1.25669 | 9.90e-006 | 2.16193 | 0.47587 | 1.09037 | 0.750453 | 1.0391 |
| 10814430 | NM_012532 // Cp // ceruloplasmin | Cp | 0.019069 | 1.22965 | 1.85e-009 | 2.28215 | 0.611234 | 1.03597 | 0.277342 | 1.07959 |
| 10859090 | EU128749.1// LOC689800 // C-type lectin-related protein 7 | LOC689800/  Clr7 | 0.013527 | 1.56126 | 2.41e-006 | 1.73519 | 0.067906 | 1.15968 | 0.001359 | 1.33715 |
| 10861213 | NM_001015026 // Tspan12 // tetraspanin 12 | Tspan12 | 0.011134 | -2.97188 | 7.98e-006 | -1.43463 | 0.069434 | -1.11207 | 0.059028 | -1.1173 |
| 10866144 | XM_002726462 // LOC100364751 // killer cell lectin-like receptor, subfamily A, member 7 | LOC100364751/  Klra7 | 0.048494 | 1.37806 | 0.000328 | 1.30594 | 0.001825 | 1.23296 | 5.08e-005 | 1.35661 |

# Supplementary material for: Transcriptional profiling of left ventricle and peripheral blood mononuclear cells in a rat model of postinfarction heart failure
**Source:** BMC Med Genomics. 2013 Nov 8;6:49. doi: 10.1186/1755-8794-6-49
**Supplement:** Additional file 8 — Comparison of results from RT-qPCR of genes that were altered similarly in LVs and PBMCs.

**Additional file 8:** Comparison of results from RT-qPCR of genes that were altered similarly in LVs and PBMCs

|  | | **Results from RT- qPCR** | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | | **PBMCs** | | | | | | | | | **LVs** | | | | | | | | | |
| **Large-MI vs Sham** | | | **Moderate-MI vs Sham** | | | **Small-MI vs Sham** | | | **Large-MI vs Sham** | | | **Moderate-MI vs Sham** | | | | **Small-MI vs Sham** | | |
| **Gene symbol** | **GenBank ID** | **Fold Change** | ***P*-value** | **Signifi-cance** | **Fold Change** | ***P*-value** | **Signifi-cance** | **Fold Change** | ***P*-value** | **Signifi-cance** | **Fold Change** | ***P*-value** | **Signifi-cance** | **Fold Change** | ***P*-value** | **Signifi-cance** | **Fold Change** | | ***P*-value** | **Signifi-cance** |
| **Clr7** | **EU128749.1** | **1.4** | 0.129 | ns | **1.2** | 0.637 | ns | **1.4** | 0.339 | ns | **1.5** | 0.046 | * | **1.3** | 0.018 | * | **1.3** | | 0.113 | ns |
| **Cp** | **NM_012532** | **2.3** | 0.039 | * | **-1.1** | 0.801 | ns | **1.5** | 0.415 | ns | **3.3** | 0.001 | ** | **1.1** | 0.483 | ns | **1.1** | | 0.463 | ns |
| **Klra7** | **XM_578407.4** | **1.6** | 0.112 | ns | **1.1** | 0.610 | ns | **1.9** | 0.055 | near | **2.3** | 0.001 | ** | **1.6** | 0.022 | * | **2** | | 0.003 | ** |
| **Ptgs2** | **NM_017232** | **2.4** | 0.073 | near | **-1.1** | 0.843 | ns | **2.1** | 0.214 | ns | **3.5** | 0.001 | ** | **1** | 0.816 | ns | **1** | | 0.658 | ns |
| **Tspan12** | **NM_001015026** | **-3.22** | 0.019 | * | **1** | 0.957 | ns | **-1.4** | 0.544 | ns | **1.1** | 0.734 | ns | **-1.1** | 0.665 | ns | **-1.1** | | 0.950 | ns |

Statistical significance: **P*<0.05, ***P*<0.01, ns = non significant, near = near significance. Results were normalized to *Gapdh* and *Hprt*.

How the deposited data were processed for this re-analysis (not part of the article)

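Left ventricular tissue and PBMCs of rats were profiled 2 months after ligation of the left coronary artery or a sham operation, on Affymetrix Rat Gene 1.0 ST arrays, 1 array per rat and tissue. The 34 arrays are 23 of LV (6 sham, 6 S-MI, 6 M-MI, 5 L-MI) and 11 of PBMCs (6 sham, 5 L-MI). The deposited values are log2 signals of 29214 transcript clusters, made by the authors with RMA and the Partek Genomics Suite, whose versions are not given. The log base is not stated and was taken as log2, since RMA gives log2 values. The array medians lie between 6.52 and 6.61 in LV and between 6.97 and 7.01 in PBMCs, so the tissues were apparently normalized apart. Levels are not compared between them. The paper's groups hold 6 sham and 5 L-MI rats, so both tissues apparently come from the same rats. Which arrays share a rat is not stated, and the model over both tissues takes them as independent. The raw array files and the RT-qPCR data were not used here.

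Transcript clusters were named by the platform annotation where it gives 1 symbol, and 176 without a symbol by the paper's supplementary tables. Analyses were run in R 4.3.3 with limma 3.58.1, and figures drawn with Python 3.11.15 and matplotlib 3.10.9. In LV, 1 linear model over the 23 arrays gave each infarct group against sham and L-MI against M-MI and S-MI, with calls at a fold of at least 1.3 and a Benjamini-Hochberg adjusted p of at most 0.05. In PBMCs, a model over the 11 arrays used a fold of at least 1.2 and an unadjusted p of at most 0.05. The difference between tissues was an interaction term over 22 arrays, at an adjusted p of at most 0.05 without a fold threshold. The paper's section on array data names no test. That on the animal model names a one-way analysis of variance followed by a Dunnett test for its results in general. For single PBMC genes the text gives an exact permutation p of the difference in means, a test added after the results had been seen.

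Lists of related genes (24) and of cell type markers (17) were written from general knowledge, after the paper had been read, so some members also stand in its tables. Each was tested with camera (preset correlation 0.01), with an estimated correlation and with fry, and p values were adjusted over all lists of a comparison. Principal components were computed on the correlation matrix, and the separation of groups on the first 3 was tested by exact permutation. Array clusters came from average linkage on Euclidean distance.

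The genes named in the text were chosen by a rule: genes that the paper's text, tables or lists of both tissues name for the arrays, whose values had been read; the 12 largest rises and falls among the calls in LV and the 10 largest in PBMCs; and the 2 to 4 members with the smallest p of each list described. Exceptions are marked. Not all genes that the rule selects are named, and 1 of them is not reported here. These choices, the tests, the lists and the alternatives were set before the data were examined, except where the text says otherwise. Alternatives were an analysis of variance without moderation, only the 2 groups compared, limma-trend, array weights, leaving out the 30% dimmest transcript clusters, median centring, repeated quantile normalization, other thresholds, the replicate number as a block, and leaving out each array in turn.

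The fits were tested on simulated data of the same size: in LV 52.5% of genes with a true fold of 1.3 and 85% of those with 1.5 were called. Each result was also set beside other splits of the arrays into groups of the same sizes, 100 with the real one included. For the small and moderate infarcts, medians over the genes called in L-MI were computed with the sham arrays split, in 20 ways. They were set beside 50 simulations without effect, each with a single split.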

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

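The tests of the cardiomyocyte and macrophage shares, of the correlation among PBMC markers and of the fibroblast share were chosen after the results they weigh had been seen, and so was the choice of the third pattern below.

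The set of genes tested for a lone array was first limited, partly to keep the number found small, and was widened after the first results had been seen. An array far from the others of its group by Dixon's test was found in 33 of 434 groups of values (7.6%), and chance gives about 1 in 20. Of the LV values, with the nearest other array of the group in brackets, the arrays above their group were Bckdha in S-MI replicate 4, 9.38 (9.19), Bckdha in L-MI replicate 2, 8.94 (8.75), Cacna1g in sham replicate 5, 7.32 (7.05), Ccn2 in sham replicate 5, 9.28 (8.56), Col8a1 in M-MI replicate 5, 7.00 (6.62), Mmp13 in S-MI replicate 3, 3.93 (3.70), Mmp13 in M-MI replicate 3, 4.03 (3.82), Pcdh11x in L-MI replicate 2, 6.83 (6.28), Prg4 in M-MI replicate 4, 8.03 (7.05) and Trdn in M-MI replicate 6, 9.78 (9.45). The LV arrays below their group were C1qb in M-MI replicate 1, 8.50 (9.09), Col1a2 in S-MI replicate 5, 8.60 (8.71), Decr1 in S-MI replicate 3, 8.92 (9.42), Eln in sham replicate 4, 7.40 (7.62), Lamc1 in L-MI replicate 2, 10.61 (10.83), Mmp2 in sham replicate 2, 10.05 (10.23), Nppb in sham replicate 2, 12.12 (12.59), Nppb in S-MI replicate 4, 10.50 (11.96) and Pdk4 in M-MI replicate 5, 10.64 (11.73). In L-MI replicate 5 such high values were Col12a1, 8.74 (7.68), Col1a1, 10.90 (9.66), Col1a2, 10.16 (9.43), Mmp13, 7.03 (4.38) and Mmp9, 8.75 (6.40). In PBMCs they were Lig4 in PBMC sham replicate 3, 9.84 (8.53), Lig4 in PBMC L-MI replicate 1, 8.11 (9.70), Prps1 in PBMC sham replicate 4, 9.23 (8.38) and Timp1 in PBMC sham replicate 6, 6.91 (7.39). For the mean of a gene list, in log2 units from the mean of the sham arrays, they were metalloproteinases and inhibitors in L-MI replicate 5, 0.49 (0.23), fetal and hypertrophy genes in L-MI replicate 2, 0.45 (0.68), branched-chain amino acid breakdown in M-MI replicate 5, -0.11 (-0.03), complement and coagulation in S-MI replicate 6, 0.21 (0.07) and macrophages and monocytes in M-MI replicate 1, -0.14 (0.11).

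The effect of a large infarct differed between LV and PBMCs, by limma's adjusted p of the difference, for 5 of the 15 genes of this kind tested: Cp (0.92), Timp1 (1.25), Mmp2 (0.46), Mmp14 (0.44) and Mmp23 (0.41), each higher in LV.

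The following lists are not named in the paper's array results. In LV of L-MI rats the median log2 fold change was -0.41 for fatty acid oxidation and -0.25 for breakdown of branched-chain amino acids. It was 0.34 for complement and coagulation and 0.77 for macrophages and monocytes. For acute phase and iron, which the paper touches on with ceruloplasmin, it was 0.18. Each of these lists passed camera also with an estimated correlation.

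In LV of L-MI rats genes that burn fatty acids fell while macrophage and matrix genes rose. A smaller share of cardiomyocytes would raise the markers of all other cell types alike, but the mean of macrophage markers rose by 0.75 more than that of endothelial markers (exact permutation p = 0.002165, the smallest that 462 splits can give), which argues against it as the whole cause. The sham ventricle was taken whole and the infarcted one without the scar. Yet between L-MI and M-MI, both taken without the scar, fatty acid oxidation genes differed by a median of -0.38 (exact permutation p = 0.006494 for their mean). This argues against the taking of a part instead of the whole as the whole cause. The scar left out was larger in L-MI than in M-MI. An effect of the region sampled that grows with the scar was not tested and stays open. More macrophages in the tissue stay open for the macrophage genes, with 18 of 19 markers higher. These markers are part of the pattern, so their count does not test this explanation. Dilution by macrophages would lower all genes of cardiomyocytes alike. The median log2 fold change was -0.41 for fatty acid oxidation, but -0.03 for cardiomyocyte markers and -0.07 for adult sarcomere. These values argue against more macrophages as the whole cause of the fatty acid fall. A change of expression within the cells with infarct size also stays open, as untested.

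In PBMCs of L-MI rats 4 of 11 markers of natural killer cells were called higher and 3 of 14 B cell markers lower, and neither list passed camera with an estimated correlation (adjusted p = 0.884 and 0.618). Chance cannot be excluded: 11 gene lists passed camera in the real groups, 30 of 100 splits of the arrays gave as many or more, and the highest other split gave 17. Different shares of these cells in the samples stay open as a candidate explanation, since the markers of a type moved together from array to array within the groups (the lower of the estimated correlations was 0.61, that of B cells). No biological explanation was tested.

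In L-MI replicate 5, Mmp9, Mmp13 and the genes of type I collagen were higher than in the other L-MI arrays. For neutrophils in that sample, the mean of their other markers was 0.0229, between those of the other 4 arrays (-0.07 to 0.09). It shows no rise of these markers. Only 2 of the 13 markers of the list lay above the array median in sham, so these mostly weak signals cannot decide on neutrophils. For a larger share of fibroblasts or scar, the mean of fibroblast markers other than the genes concerned was 0.40, above the other arrays (0.08 to 0.38) by little, so this explanation cannot be told apart from chance with 1 array. The design gives no condition in which this rat differs from the others, so no biological explanation was tested.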

How the results depend on the processing

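The settings that left out the 4 LV arrays standing apart on the first component, or tested named transcript clusters only, were chosen after seeing the data. The cause was not tested for any change below, except where the setting itself (other thresholds, fewer arrays or fewer genes tested) gives it.

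In LV, the 941 calls in L-MI became 2769 (1334 higher, 1435 lower) without a fold threshold, and leaving out 1 array gave 840 to 1196. The 0 calls by limma in M-MI and S-MI became 148 and 139 at an unadjusted p, and leaving out 1 array gave 0 to 1 in M-MI. L-MI against M-MI gave 644 to 992 calls and against S-MI 612 to 952 without 1 of the L-MI arrays. Without the 4 arrays standing apart, 878 transcript clusters were called in L-MI. With an estimated correlation 12 of 24 lists passed. Correlation distance put 55.6% L-MI arrays in the cluster of matrix genes.

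In PBMCs, the 270 calls became 1100 without a fold threshold, 96 at a fold of 1.3, 113 among named transcript clusters only and 0 by limma's adjusted p. Leaving out 1 array gave 238 (L-MI replicate 5) to 475 (L-MI replicate 3). The 11 lists became 0 with an estimated correlation and 0 by fry, and 6 (without L-MI replicate 5) to 12 without 1 array. The mast cell and basophil list (median 0.47) holds genes that leaned on L-MI replicate 5. Without that array the log2 fold change of Cma1 went from 0.77 to 0.17, of Ms4a2 from 0.55 to 0.20 and of Hdc from 0.72 to 0.46. The 6 transcript clusters called in both tissues became 53 without a fold threshold and 0 with an adjusted p in PBMCs. The replicate number as a block gave 457 calls in PBMCs and 12 in both tissues. Between L-MI and sham in PBMCs, no array resembled the one with its own number most (correlation of residuals -0.05 to 0.13), and across all pairs of groups 0 to 3 of 5 or 6 arrays did, so pairing is not seen and was not used.

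The tissue difference held 575 (without LV L-MI replicate 3) to 1056 (without LV L-MI replicate 2) transcript clusters. The replicate number as a block gave 545, and centring each array on its median 762. The separation of L-MI from sham passed in every setting run in LV (2.06 to 2.48 without 1 array). It passed in none in PBMCs (0.474 to 1.07 without 1 array, and 0.386 with 2 components). That of M-MI from sham, which did not pass in the main analysis (1.14), passed on the covariance matrix (1.33), with 2 components (1.43) and without sham replicate 2 (1.39).

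Of the values of single genes under an alternative, 4272 of 4405 in LV of L-MI kept their direction and side of the threshold, 53 were lost, 75 were gained, 5 without a call moved and 0 reversed. In PBMCs this held for 3597 of 3841, with 145 lost, 75 gained, 24 moved and 0 reversed. Signal over background was not recorded per array, so weak signals were examined only by leaving out the 30% dimmest transcript clusters. That left 898 calls in LV of L-MI and 186 in PBMCs.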

Differences from the paper's values

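The paper's values are given as the paper's, and the thresholds are those of its methods. For the annotated transcripts altered in PBMCs, the paper gives 72, and 110 were called here. Of the alternatives set before the data were examined, an ordinary analysis of variance (77), leaving out the 30% dimmest transcript clusters (84), repeated quantile normalization (108), and leaving out sham replicate 1 (95), 2 (94) or 5 (108) or L-MI replicate 5 (90) come within 1.5 times the paper's value. Median centring (117), limma-trend (110), array weights (122), the replicate block (206), no fold threshold (490), an adjusted p (0), a fold of 1.3 (40) and leaving out any other 1 array (114 to 187) do not.

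For those upregulated in PBMCs, the paper gives 38, and 76 were called here. The analysis of variance (49), a fold of 1.3 (31) and leaving out sham replicate 2 (53) come within 1.5 times. The other alternatives do not, among them the 30% dimmest left out (59), repeated quantile normalization (75), median centring (84), limma-trend (76), array weights (84), the replicate block (151), no fold threshold (262), an adjusted p (0) and leaving out any other 1 array (63 to 136).

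All 63 array fold changes set beside the paper's have the paper's sign, and the largest gap is 0.145 on the log2 scale. It is that of Klra7 in LV, with a fold of 1.33 here and 1.2 in the paper's table, while the supplementary table of genes found in both tissues gives 1.31.

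The paper's table marks array changes of Edn1, Mmp9, Mmp13, Mmp16, Mmp23 and Timp3 in L-MI as significant at P < 0.05. It does not say whether this P is adjusted. If it is not, part of the gap lies between an unadjusted and an adjusted p. Apart from Edn1, the paper names these genes as checked beyond those that its arrays pointed to. Here the genes did not pass the thresholds of the methods for heart tissue. By limma the adjusted p was 0.0539 for Edn1, 0.141 for Mmp9, 0.113 for Mmp13 and 0.0943 for Mmp16. Folds were under 1.3 for Edn1, Mmp16, Mmp23 and Timp3. Settings that call them are: for Edn1, leaving out sham replicate 4 or L-MI replicate 1 or 2, and, chosen after seeing the data, leaving out the 4 arrays standing apart; for Mmp9, an unadjusted p or leaving out L-MI replicate 3; for Mmp13, an unadjusted p; for Mmp16, leaving out L-MI replicate 3. Mmp23 is called without a fold threshold or without sham replicate 1, 2, 3 or 4 or L-MI replicate 2, 3 or 4, and Timp3 without a fold threshold.

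The paper states that the matrix genes it clustered rose in L-MI with vitronectin as the exception. The tally here is 72 of 73 with a positive log2 fold change, 70 of them called. It states that Tspan12 did not respond in the heart, from RT-qPCR. On the arrays it was called lower in LV here (-0.48), as in the array column of the paper's table.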

Other observations

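The tests of the arrays standing apart on the first principal component were chosen after the result was seen. In LV of L-MI rats, genes that burn fatty acids fell: of 36 measured, 21 fell and 1 rose (the same numbers when adjusted over the list alone). Acadm, a dehydrogenase of medium-chain fatty acids, had a log2 fold change of -0.53 (SE 0.06, adjusted p = 1.55e-05, lower in 5 of 5 arrays than in all sham arrays) and Crat, carnitine acetyltransferase, -0.50 (SE 0.06, adjusted p = 8.44e-06). Of 17 genes that break down branched-chain amino acids, 2 fell and none rose, among them Bckdha at -0.52 (SE 0.07, adjusted p = 2.09e-05). Of 50 genes of the citrate cycle and oxidative phosphorylation, 1 fell and none rose (median -0.16; adjusted p = 7.23e-19, and adjusted p = 0.0648 with an estimated correlation).

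Genes of complement and macrophages rose in the same hearts. Of 30 genes of complement and coagulation, 12 rose and none fell, among them C1qb, a chain of the first complement component, by 0.93 (SE 0.13, adjusted p = 5.80e-05). The macrophage markers Csf1r and Lyz2 rose by 0.75 (SE 0.09) and 0.99 (SE 0.13). Of 41 cytokines and chemokines 7 rose and none fell (median 0.15; adjusted p = 5.61e-05, and adjusted p = 0.0855 with an estimated correlation), and of 17 genes of antigen presentation 3 rose and none fell (median 0.11; adjusted p = 5.24e-04, and adjusted p = 0.122 with an estimated correlation).

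Other lists passed camera in LV of L-MI rats only with the preset correlation: adult sarcomere (0 higher and 0 lower of 16; median -0.07; adjusted p = 0.00142, and adjusted p = 0.16 with an estimated correlation), ribosomal proteins (1 higher and 0 lower of 36; median 0.05; adjusted p = 0.00139, and adjusted p = 0.159 with an estimated correlation), unfolded protein and oxidative stress (2 higher and 0 lower of 30; median 0.08; adjusted p = 0.028, and adjusted p = 0.241 with an estimated correlation), cell cycle (0 higher and 0 lower of 42; median 0.10; adjusted p = 0.0275, and adjusted p = 0.647 with an estimated correlation), cytotoxic granule and natural killer receptors (0 higher and 2 lower of 31; median -0.10; adjusted p = 0.0383, and adjusted p = 0.524 with an estimated correlation), smooth muscle and pericytes (2 higher and 0 lower of 12; median 0.13; adjusted p = 0.0399, and adjusted p = 0.376 with an estimated correlation) and nerve and Schwann cells (2 higher and 0 lower of 11; median 0.11; adjusted p = 0.0142, and adjusted p = 0.0692 with an estimated correlation). Those that did not pass by limma's camera were glycolysis and glucose use (2 higher and 2 lower of 27; median -0.05, adjusted p = 0.224), interferon response (0 higher and 1 lower of 28; median 0.02, adjusted p = 0.984), immediate early genes (0 higher and 0 lower of 23; median 0.10, adjusted p = 0.185), renin-angiotensin, adrenergic and natriuretic signalling (0 higher and 1 lower of 22; median -0.01, adjusted p = 0.833), cardiomyocytes (1 higher and 0 lower of 10; median -0.03, adjusted p = 0.253), endothelium (1 higher and 0 lower of 12; median -0.11, adjusted p = 0.205), T cells (2 higher and 0 lower of 14; median 0.03, adjusted p = 0.295), B cells and plasma cells (0 higher and 0 lower of 14; median -0.01, adjusted p = 0.712), natural killer cells (0 higher and 1 lower of 11; median -0.08, adjusted p = 0.205), neutrophils (0 higher and 0 lower of 13; median 0.01, adjusted p = 0.747), dendritic cells (0 higher and 0 lower of 9; median 0.07, adjusted p = 0.224), mast cells and basophils (0 higher and 0 lower of 11; median -0.09, adjusted p = 0.295), platelets and megakaryocytes (0 higher and 0 lower of 6; median 0.02, adjusted p = 0.833), red cells and reticulocytes (0 higher and 1 lower of 8; median -0.10, adjusted p = 0.307), adipocytes (0 higher and 2 lower of 10; median 0.06, adjusted p = 0.771), mesothelium and epicardium (0 higher and 0 lower of 8; median -0.04, adjusted p = 0.881) and skeletal muscle (0 higher and 0 lower of 10; median -0.04, adjusted p = 0.682).

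In PBMCs of L-MI rats, these lists passed camera only with the preset correlation: complement and coagulation (1 higher and 0 lower of 30; median 0.08; adjusted p = 0.00232, and adjusted p = 0.618 with an estimated correlation), antigen presentation (0 higher and 0 lower of 17; median -0.08; adjusted p = 0.0346, and adjusted p = 0.884 with an estimated correlation), cell cycle (6 higher and 0 lower of 42; median 0.11; adjusted p = 3.16e-09, and adjusted p = 0.618 with an estimated correlation), ribosomal proteins (0 higher and 0 lower of 36; median -0.06; adjusted p = 2.77e-06, and adjusted p = 0.884 with an estimated correlation), natural killer cells (4 higher and 0 lower of 11; median 0.06; adjusted p = 0.00881, and adjusted p = 0.884 with an estimated correlation), neutrophils (0 higher and 0 lower of 13; median 0.09; adjusted p = 0.0209, and adjusted p = 0.83 with an estimated correlation), dendritic cells (0 higher and 2 lower of 9; median -0.11; adjusted p = 0.00118, and adjusted p = 0.147 with an estimated correlation) and mast cells and basophils (1 higher and 0 lower of 11; median 0.47; adjusted p = 1.92e-05, and adjusted p = 0.83 with an estimated correlation). The others did not pass: fibrillar and network collagens (0 higher and 0 lower of 15; median -0.01, adjusted p = 0.723), elastic fibre, basement membrane and proteoglycans (0 higher and 0 lower of 27; median 0.00, adjusted p = 0.529), matricellular proteins (0 higher and 0 lower of 15; median 0.02, adjusted p = 0.562), collagen processing and cross-linking (0 higher and 0 lower of 19; median 0.04, adjusted p = 0.167), TGF-beta and BMP signalling (1 higher and 0 lower of 29; median 0.03, adjusted p = 0.538), fetal and hypertrophy genes (0 higher and 0 lower of 22; median -0.01, adjusted p = 0.796), adult sarcomere (0 higher and 0 lower of 16; median 0.02, adjusted p = 0.487), calcium handling and ion channels (0 higher and 0 lower of 28; median -0.01, adjusted p = 0.949), fatty acid oxidation (0 higher and 0 lower of 36; median 0.02, adjusted p = 0.487), TCA cycle and oxidative phosphorylation (0 higher and 0 lower of 50; median -0.02, adjusted p = 0.418), glycolysis and glucose use (1 higher and 0 lower of 27; median 0.02, adjusted p = 0.418), branched-chain amino acid breakdown (0 higher and 0 lower of 17; median -0.02, adjusted p = 0.871), inflammatory cytokines and chemokines (1 higher and 0 lower of 41; median 0.02, adjusted p = 0.472), acute phase and iron (1 higher and 0 lower of 19; median 0.01, adjusted p = 0.689), interferon response (0 higher and 0 lower of 28; median 0.03, adjusted p = 0.657), unfolded protein and oxidative stress (0 higher and 0 lower of 30; median 0.01, adjusted p = 0.957), renin-angiotensin, adrenergic and natriuretic signalling (0 higher and 0 lower of 22; median 0.00, adjusted p = 0.884), cardiomyocytes (0 higher and 0 lower of 10; median 0.00, adjusted p = 0.796), fibroblasts and myofibroblasts (0 higher and 0 lower of 12; median -0.02, adjusted p = 0.538), endothelium (0 higher and 0 lower of 12; median 0.02, adjusted p = 0.487), smooth muscle and pericytes (0 higher and 0 lower of 12; median -0.03, adjusted p = 0.562), macrophages and monocytes (0 higher and 0 lower of 19; median 0.03, adjusted p = 0.488), T cells (0 higher and 0 lower of 14; median 0.00, adjusted p = 0.657), platelets and megakaryocytes (0 higher and 0 lower of 6; median 0.14, adjusted p = 0.488), red cells and reticulocytes (0 higher and 0 lower of 8; median 0.18, adjusted p = 0.418), adipocytes (0 higher and 0 lower of 10; median -0.02, adjusted p = 0.881), nerve and Schwann cells (0 higher and 0 lower of 11; median 0.00, adjusted p = 0.957), mesothelium and epicardium (0 higher and 0 lower of 8; median -0.04, adjusted p = 0.881) and skeletal muscle (0 higher and 0 lower of 10; median 0.00, adjusted p = 0.871).

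In the smaller infarcts the lists that passed camera with the preset correlation and are not named above were, in M-MI, TCA cycle and oxidative phosphorylation (median -0.03, adjusted p = 0.845 with an estimated correlation), complement and coagulation (median 0.08, adjusted p = 0.689 with an estimated correlation), interferon response (median 0.12, adjusted p = 0.712 with an estimated correlation), antigen presentation (median 0.09, adjusted p = 0.689 with an estimated correlation), cell cycle (median -0.09, adjusted p = 0.695 with an estimated correlation), ribosomal proteins (median -0.03, adjusted p = 0.689 with an estimated correlation), T cells (median 0.07, adjusted p = 0.695 with an estimated correlation), B cells and plasma cells (median 0.08, adjusted p = 0.262 with an estimated correlation), dendritic cells (median 0.07, adjusted p = 0.689 with an estimated correlation) and red cells and reticulocytes (median 0.06, adjusted p = 0.689 with an estimated correlation). In S-MI they were elastic fibre, basement membrane and proteoglycans (median 0.07, adjusted p = 0.953 with an estimated correlation), glycolysis and glucose use (median -0.06, adjusted p = 0.813 with an estimated correlation), complement and coagulation (median 0.05, adjusted p = 0.953 with an estimated correlation), antigen presentation (median 0.07, adjusted p = 0.813 with an estimated correlation), cell cycle (median -0.05, adjusted p = 0.953 with an estimated correlation) and T cells (median 0.10, adjusted p = 0.813 with an estimated correlation).

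Other splits of the arrays into groups of the same sizes, 100 for each result with the real one included, show where chance can be excluded, taken as fewer than 5 of the 100 as large. It can for the calls in LV of L-MI (941, highest other split 504; 1 of the 100 as large), against M-MI (784, highest other 571; 1 of the 100) and against S-MI (725, highest other 472; 1 of the 100), for the tissue difference (745, highest other 12; 1 of the 100) and for the lists in LV of L-MI (24, highest other 27; 2 of the 100). It cannot for the calls in PBMCs (270, with 65 of 100 splits as large). The other splits there had a median of 313 calls, and the highest had 854. For the 6 transcript clusters called in both tissues in the same direction, splitting the arrays of both tissues cannot tell (2 of the 100 as large, highest other 16), since most such splits leave no call in LV. Splitting the PBMC arrays alone beside the real calls in LV, a test chosen after the result was seen, gave as many in 57 of 100 (highest other 66), so chance cannot be excluded. For M-MI and S-MI, where 0 were called by limma, the splits cannot tell, since each of the 100 gives at least 0 (highest other 1 and 20).

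On the first principal component of LV, sham replicates 4 and 6 and S-MI replicates 4 and 5 stood apart. Among the other 19 arrays, the mean signal of 238 transcript clusters of olfactory and taste receptors, hair keratins and the like went with that component at r = 0.442, which did not pass (permutation p = 0.0613), and Spearman's rho = 0.509 (permutation p = 0.0280). Without the 2 arrays farthest from the median r was 0.393. The 4 arrays standing apart, lowest on that component, had means of 4.01 to 4.04 against 3.94 to 4.02 in the others, so they do not follow this direction.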
